# Pharmacological Inhibition of CBP/p300 Blocks Estrogen Receptor Alpha (ERα) Function through Suppressing Enhancer H3K27 Acetylation in Luminal Breast Cancer

**DOI:** 10.3390/cancers13112799

**Published:** 2021-06-04

**Authors:** Aaron Waddell, Iqbal Mahmud, Haocheng Ding, Zhiguang Huo, Daiqing Liao

**Keywords:** breast cancer, estrogen receptor, CBP/p300 acetyltransferases, histone acetylation, bromodomain, enhancers, c-Myc, Cyclin D, A-485, GNE-049

## Abstract

**Simple Summary:**

Breast cancer is the most common cancer in women, affecting 1 in 20 women globally. Breast cancer is divided into four subtypes: luminal A, luminal B, HER2-enriched, and basal-like. Estrogen receptor-positive breast cancer accounts for nearly 80% of all breast cancer cases and most breast cancer deaths occur in patients with breast cancer of luminal subtypes. Estrogen receptor antagonists are the standard-of-care treatment for this type of breast cancer; however, resistance to these treatments is common in the clinic. Therefore, we aimed to explore novel therapeutic strategies for inhibiting estrogen receptor activity in breast cancer. Estrogen receptor relies on two highly related proteins, known as CBP and p300, to function. We report that CBP/p300 inhibitors effectively block estrogen receptor function and inhibit breast cancer cell growth. These findings reveal CBP and p300 as promising new targets for breast cancer treatment.

**Abstract:**

Estrogen receptor alpha (ER) is the oncogenic driver for ER+ breast cancer (BC). ER antagonists are the standard-of-care treatment for ER+ BC; however, primary and acquired resistance to these agents is common. CBP and p300 are critical ER co-activators and their acetyltransferase (KAT) domain and acetyl-lysine binding bromodomain (BD) represent tractable drug targets, but whether CBP/p300 inhibitors can effectively suppress ER signaling remains unclear. We report that the CBP/p300 KAT inhibitor A-485 and the BD inhibitor GNE-049 downregulate ER, attenuate estrogen-induced c-Myc and Cyclin D1 expression, and inhibit growth of ER+ BC cells through inducing senescence. Microarray and RNA-seq analysis demonstrates that A-485 or EP300 (encoding p300) knockdown globally inhibits expression of estrogen-regulated genes, confirming that ER inhibition is an on-target effect of A-485. Using ChIP-seq, we report that A-485 suppresses H3K27 acetylation in the enhancers of ER target genes (including MYC and CCND1) and this correlates with their decreased expression, providing a mechanism underlying how CBP/p300 inhibition downregulates ER gene network. Together, our results provide a preclinical proof-of-concept that CBP/p300 represent promising therapeutic targets in ER+ BC for inhibiting ER signaling.

## 1. Introduction

Breast cancer (BC) is the most common cancer in women and affects 1 in 20 women globally. In 2021, it is estimated that 281,550 women will be diagnosed with BC and 43,600 women will die of the disease in the United States. Significantly, ER+ BC accounts for 60–80% of BC cases and most BC deaths occur from ER+ BC. BC is a highly heterogeneous cancer and has been classified into four major molecular subtypes: luminal A, luminal B, HER2-enriched, and basal-like. These subtypes are distinguished through the expression of specific markers, such as ERα (or simply ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2). Luminal A is ER+ and/or PR+, but HER2-; Luminal B is ER+ and/or PR+, and HER2+; HER2-enriched is ER- with genomic amplification of the ERBB2 gene encoding HER2; and basal-like is negative of ER, PR, and HER2, which is also known as triple-negative BC or TNBC.

ER is a steroid hormone nuclear receptor that functions as a transcription factor when activated by the potent estrogen 17β-estradiol (E2) [1,2]. Ligand-bound ER undergoes homodimerization and translocates to the nucleus where it binds estrogen response elements (EREs) in promoters and enhancers to regulate gene expression [1,2]. ER is required for the normal development of female mammary glands and the reproductive system, but is also a dominant driver of ER+ BC [3]. ER signaling promotes tumor progression through activation of oncogenes and regulation of other cellular functions that control cell survival and proliferation [4,5,6,7]. MYC (encoding the protooncogene c-Myc) and CCND1 (encoding Cyclin D1) are well-known ER target genes and are responsible for estrogen-induced cell cycle progression [4,5,6,7]. Therefore, ER+ BC is treated with endocrine therapies that inhibit ER signaling, which include aromatase inhibitors (e.g., exemestane), selective ER modulators (SERMs, e.g., tamoxifen) and selective ER degraders (SERDs, e.g., fulvestrant) [3,8,9,10,11]. However, de novo and acquired resistance to endocrine therapies are common in the clinic and alternative therapeutics are needed to improve clinical outcomes for patients with drug-resistant ER+ tumors [3,10,11,12,13,14]. Significantly, ER, c-Myc, and Cyclin D1 are known to play roles in driving tamoxifen resistance in BC cells in vitro and in patients. Indeed, tamoxifen-resistant BC cell lines have elevated expression of ER, c-Myc, and Cyclin D1 and inhibition of MYC restores tamoxifen sensitivity in these cells [15]. High MYC expression also correlates with poor relapse-free survival in patients treated with endocrine therapies [15]. Additionally, Cyclin D1 can activate ER function independently of estrogen, which apparently is not inhibited by anti-estrogen therapies [16]. Therefore, strategies that inhibit the downstream effectors of ER, such as Cyclin D1, have been extensively investigated. Cyclin D1 promotes G1 to S cell cycle progression through activating cyclin-dependent kinases (CDKs) 4 and 6. A number of CDK4/6 kinase inhibitors such as PD 0332991 [17] (Palbociclib), LY-2835219 (Abemaciclib), and LEE011 (Ribociclib) [18] in combination with an aromatase inhibitor have been approved by the FDA for treating patients with hormone receptor-positive and HER2-negative BC. Unfortunately, resistance to CDK4/6 inhibitors presents a critical clinical challenge [19]. 

Inhibition of ER co-activators is an alternative strategy that can block estrogen-dependent and -independent ER activity. ER relies on critical co-activators to upregulate the expression of its target genes, including MYC and CCND1 [1,20,21,22,23,24,25]. These co-activators include the steroid receptor coactivators (SRCs) (also known as nuclear receptor coactivators or NCOAs) and the CREB-binding protein (CBP)/E1A-associated protein p300 (p300) [21,22,23]. Targeting these ER co-activators shows promise as a new strategy for inhibiting ER activity and there have been increasing efforts to explore the therapeutic potential of inhibitors of these co-activators in BC [26,27]. Targeting hormone receptor co-activators has proven successful in other hormone-dependent cancer types [28,29,30,31,32,33,34,35,36]. CBP and p300 are two paralogous lysine acetyltransferases (KAT) that share a highly conserved modular structure and are often together referred to as CBP/p300 [37]. CBP/p300 are recruited to chromatin through an extensive interactome involving several hundred proteins [37], among which ER and SRCs are key CBP/p300 interactors [21,22,37]. CBP/p300 contains several folded domains along with intrinsically disordered regions that facilitate protein–protein interactions. The folded domains include the catalytic KAT and the acetyl-lysine binding bromodomain (BD) [37]. Through their KAT domain, CBP/p300 catalyze acetylation of histones, transcription factors, and many other proteins to regulate gene expression and other cellular functions [37,38]. All core histones are CBP/p300 substrates [38,39,40], and functional effects of the acetylation of some of the lysines, such as H3K27ac, in core histones have been extensively investigated. H3K27ac is specifically catalyzed by CBP/p300 and is important for active transcription [39,40,41,42,43]. The CBP/p300 BD binds acetylated lysine residues on transcription factors and histones, which facilitates the recruitment of CBP/p300 to the chromatin, thus allowing CBP/p300 to regulate gene expression and chromatin acetylation [44,45,46]. There have been continuous efforts to develop CBP/p300 catalytic and BD inhibitors to ablate CBP/p300 activity [27,29,30,37,47]. Potent and selective inhibitors of CBP/p300 KAT [29,47,48,49] and BD [30,50] have recently been discovered and characterized in preclinical studies [51]. Significantly, the CBP/p300 KAT inhibitor A-485 [29] and BD inhibitor CCS1477 [50] have antitumor activity in vivo in mouse models of prostate cancer and the latter also shows promising clinical activity in human patients with prostate cancer [50]. Importantly, A-485 is highly specific to CBP/p300 with a nanomolar potency and does not inhibit other KATs up to 10 µM [29]. 

Notably, pharmacological inhibition of CBP/p300 as a therapeutic strategy in ER+ BC remains largely unexplored, despite clear evidence that CBP/p300 serve as critical ER co-activators [20,21,22,23,24,52]. Structural studies suggest that an estrogen-activated ER homodimer recruits two SRC-3 molecules (one SRC-3 per ER monomer) and that the SRC-3 proteins then recruit p300 to the ER activation complex [21]. In this model, p300 indirectly interacts with the ER [21]. CBP is also an ER co-activator and probably interacts with the SRC proteins and the ER in a similar fashion, although a structure of the CBP/ER complex has not been determined [53]. It is now clear that the CBP/p300 histone acetyltransferase (HAT) activity is required for ER-mediated transcription and that p300 recruitment to the ER activation complex increases its HAT activity [21,22,23]. Additionally, in the ER activation complex, the p300 BD is free to interact with acetylated histones and CBP/p300 BD inhibitor CBP30 blocks recruitment of p300 to ER target genes [21]. These studies suggest both CBP/p300 KAT and BD represent promising targets for inhibiting ER function. 

In this study, we have investigated the effects of CBP/p300 KAT inhibitor A-485 and BD inhibitor GNE-049 on histone acetylation and the expression of ER target genes MYC and CCND1 in ER+ BC cell lines. We then globally analyzed the effects of A-485 and EP300 (encoding p300) knockdown on the expression of the estrogen-regulated gene network. We delineated the effects of A-485 on global H3K27ac deposition in MCF-7 cells and correlated H3K27ac levels with changes in gene expression. We assessed the effects of A-485 and GNE-049 on inhibiting growth of ER+ BC cell lines in vitro. Our data show both A-485 and GNE-049 potently and specifically suppress ER-mediated gene expression and inhibit proliferation of ER+ BC cells.

## 2. Materials and Methods

### 2.1. Analysis of CREBBP/EP300 Dependency and Expression in Cell Lines and Tumors 

EP300 and CREBBP gene effect data were downloaded from The Cancer Dependency Map (DepMap.org, accessed on 19 May 2021) for the CRISPR (DepMap 21Q2 Public, CERES) dataset [54]. Gene effect data for cell lines in the primary disease category were used in the analysis. The EP300 and CREBBP gene effect for the cell lines was then plotted in relation to the primary disease categories. EP300 and CREBBP gene expression data was downloaded from DepMap.org (accessed on 19 May 2021) for breast cancer cell lines in the Expression 21Q2 Public dataset [55]. CREBBP and EP300 gene expression values for each cell line were used to generate a scatterplot and the Pearson correlation coefficient (R) with its associated *p*-value is displayed for each plot. Data for the TCGA Breast Cancer (BRCA) dataset was obtained from the Xena database (xenabrowser.net, accessed on 18 February 2021) for primary tumors [56]. The mRNA expression values for CREBBP and EP300 were obtained from the BRCA dataset and transformed into Z-scores for generation of boxplots. ER status of the tumors was determined using the ER_Status_Nature2012 filter. A Welch’s *t*-test was performed for comparison between two groups. A one-way ANOVA followed by a post-hoc Welch’s *t*-test was performed when more than two groups were compared. mRNA expression values in (log2(norm_count+1)) units were also obtained for all primary tumor samples in the BRCA dataset and used to generate a scatterplot for a correlation between CREBBP and EP300 expression in BRCA tumors. The Pearson correlation coefficient (R) was calculated, and the associated *p*-value is displayed for each scatterplot.

### 2.2. TCGA CBP/p300 Interactome Analysis 

A list of CBP/p300 interaction partners was obtained from a publication [37] and modified to remove viral proteins and to include additional known partners (Table S1). This list of partners was then analyzed for their expression in breast cancer using data from The Cancer Genome Atlas Program (TCGA) [57]. The transcriptomic data in the TCGA dataset was downloaded from firehose (http://firebrowse.org, accessed on 22 May 2020). The gene expression levels were normalized using the RSEM method, followed by log transformation (i.e., log2(x + 1) where x is the RSEM value). We performed differential expression (DE) analysis using R package limma to compare normal tissues with breast cancer subtypes luminal A and B, respectively. Multiple testing was corrected by Benjamini–Hochburg method. The differentially expressed genes (q value < 0.05, |FC| > 1.25) were visualized via heatmaps. Genes that were found to be upregulated (q value < 0.05, FC > 1.25) were further analyzed by comparing the list of genes to Reactome Pathways using GSEA. Differentially expressed binding partners are shown in Table S1.

### 2.3. Reagents and Cell Culture

A-485 (HY-107455) and GNE-049 (HY-108435) were purchased from MedChemExpress (Monmouth Junction, NJ, USA). Cell lines used for this study were obtained from the ATCC (Manassas, VA, USA) and recently authenticated by LabCorp (Burlington, NC, USA). MCF-7, BT-474 and T-47D were grown at 37 °C with 5% CO_2_ in a humidified atmosphere. MCF-7 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM with 4.5 g/L glucose, L-glutamine and sodium pyruvate, Corning) supplemented with 10% bovine calf serum (HyClone, Cytiva, Marlborough, MA, USA), penicillin (10 units/mL), and streptomycin (10 µg/mL) (designated as complete media). T-47D and BT-474 cells were cultured in DMEM supplemented with 10% fetal bovine serum (R&D Systems, Inc., Minneapolis, MN, USA), penicillin (10 units/mL), and streptomycin (10 µg/mL) (designated as complete media). Estrogen deprivation was achieved through washing cells with phosphate-buffered saline (PBS, without calcium and magnesium, Corning) and culturing cells for 24 h in phenol red free DMEM (21063-029, Gibco, ThermoFisher Sceintific, Grand Island, NY, USA) supplemented with 10% charcoal-stripped serum (SH30068.03, Hyclone, Cytiva, Marlborough, MA, USA), penicillin (10 units/mL), and streptomycin (10 µg/mL) (designated as complete CSS media).

### 2.4. Immunoblot Analysis

For immunoblot analysis with estrogen treatment, cell lines (MCF-7, T-47D, or BT-474 cells) were seeded in 12-well plates in complete media. When cells reached ~90% confluency, complete media was aspirated; cells were washed with PBS once and were cultured in complete CSS media for 24 h. Cells were then treated with A-485 or GNE-049 for 24 h in complete CSS media. Estrogen (E2, 1 nM) was added 6 h before the addition of Passive Lysis Buffer (PLB) for cell lysis (5X PLB: 125 mM Tris, pH 7.8, 10 mM 1,2-CDTA, 10 mM DTT, 5 mg/mL bovine serum albumin, 5% (vol/vol) Triton X-100 and 50% (vol/vol) glycerol in ddH_2_O). Immunoblotting procedures were performed as described previously [58]. Briefly, samples were run on a 4–20% gradient polyacrylamide gel (XP04205BOX, Invitrogen, ThermoFisher Scientific, Carlsbad, CA, USA) and transferred to a Immobilon^®^-P polyvinylidene difluoride (PVDF) membrane (MilliporeSigma, Burlington, MA, USA). Membranes were blocked with the blocking buffer (1X TBST containing 5% non-fat milk) and then incubated overnight with primary antibodies diluted in the blocking buffer. Membranes for immunoblots with multiple probes were stripped using 0.2 M NaOH and incubated with the next primary antibody. Primary antibodies used include Estrogen Receptor-α (SC-8002, Santa Cruz Biotechnology, Dallas, TX, USA), c-MYC (Ab32072, Abcam, Cambridge, MA, USA), Cyclin D1 (Ab134175, Abcam), α-tubulin (T5168, MilliporeSigma, Burlington, MA, USA), GREB1 (28699-1-AP, ProteinTech, Rosemont, IL, USA), H3K27ac (8173, Cell Signaling Technology, Danvers, MA, USA), H3K18ac (9675, Cell Signaling Technology), H3K9ac (9649, Cell Signaling Technology), H3 (3638, Cell Signaling Technology), H2BK5ac (12799, Cell Signaling Technology), H2BK12ac (1755-1, Epitomics), H2B (12364BC, Cell Signaling Technology), p300 (SC-585, Santa Cruz Biotechnology), CBP (SC-7300, Santa Cruz Biotechnology), and GFP (SC-9996, Santa Cruz Biotechnology). Signal was detected using donkey anti-rabbit IgG (711-035-152, Jackson ImmunoResearch Laboratories, West Grove, PA, USA) and anti-mouse IgG HRP (7076, Cell Signaling Technology) using Immobilon Chemiluminescent HRP Substrate (WBKLS0500, MilliporeSigma, Burlington, MA, USA). Images were obtained on an x-ray film processor (SRX-101A, Konica Minolta Medical & Graphic, Inc., Tokyo, Japan) or an Amersham Imager 680 (Cytiva, Marlborough, MA, USA). Fuji Super RX-N X-ray films were used with the X-ray film processor. Densitometry quantification of the immunoblot bands was performed with ImageJ. For quantification, the probe of interest was normalized to the loading control for each sample and the fold change for each sample was then calculated using the DMSO- or the estrogen-treated sample as the reference. 

### 2.5. RT-qPCR of ER Target Genes 

MCF-7 cells were seeded in complete media in six well plates in duplicates for each treatment group. When cells reached ~90% confluency, media was aspirated; cells were washed once with PBS and were cultured in complete CSS media for 24 h. Cells were then treated with A-485 or GNE-049 for 24 h in complete CSS media. Estrogen (E2, 1 nM) was added 4 h before cell lysis and RNA extraction. RNA was extracted using the RNeasy (Qiagen, Germantown, MD, USA) kit according to manufacturer instructions. cDNA was generated according to manufacturer instructions using the SuperScript IV Reverse Transcriptase (Invitrogen, ThermoFisher Scientific, Carlsbad, CA, USA) kit or the Multiscribe reverse transcriptase kit (Applied Biosystems, ThermoFisher Scientific, Foster City, CA, USA). qPCR was performed on the Applied Biosystems Step One Plus Real Time PCR System according to the manufacturer instructions using the SYBR Green (Bimake, Houston, TX, USA) kit. qPCR data was analyzed using the ΔΔCt method with the Ct values of ACTB expression as the reference. Primer sequences are available in File S1. Representative data (out of two independent experiments, *n* = 2) is shown.

### 2.6. ERE Luciferase Assay 

MCF-7 cells were seeded in a 24-well plate in complete media. At 24 h after seeding, cells were transfected with a 3X ERE Tata Luc construct (Addgene 11354) at 300 ng and a plasmid encoding GFP (produced in-house) at 100 ng. Transfections were performed using Lipofectamine 3000 (Invitrogen, ThermoFisher Scientific, Carlsbad, CA, USA) according to manufacturer instructions. At 24 h after the transfection, cells were washed once with PBS and cultured in complete CSS media with DMSO, A-485, and GNE-049 at the indicated concentrations for 24 h. Estrogen was added 6 h before lysis in Passive Lysis Buffer. Luciferase readings were performed according to manufacturer instruction for the Luciferase Assay System (Promega, Madison, WI, USA) kit. The remaining lysate not used in the luciferase assay were utilized for immunoblotting using the protocol described above. 

### 2.7. Microarray and RNA-Seq Analysis 

MCF-7 cells were treated with A-485 at 3 µM for 24 h in complete media and RNA was extracted using the RNeasy kit (Qiagen). RNA was used for microarray analysis at the University of Florida Interdisciplinary Center for Biotechnology Research. RNAs were processed for microarray hybridization to the Affymetrix GeneChip Human Transcriptome Array 2.0. For data analysis, we performed differential expression (DE) analysis using R package limma to compare the DMSO group and the A-485 group. Limma utilizes linear model approach to identify differentially expressed genes and employs empirical Bayesian methods to stabilize the variance estimation. Differentially expressed genes with *p*-value < 0.05 and fold change (FC) ≥ 1.25 or ≤−1.25 were identified. Differentially expressed genes are shown in Table S2.

We used public gene expression datasets from MCF-7 cells based on the microarray technology (GEO GSE76200 [59]) and RNA-seq technology (GSE109957 [60]) to identify differentially expressed genes due to EP300 knockdown by siRNA or shRNA as above. Differentially expressed genes based on the RNA-seq data are available in Table S2. Differentially expressed genes based on the microarray data are available from a public dataset (GSE109957).

### 2.8. Immunofluorescence Microscopy 

MCF-7 cells were seeded on a glass coverslip placed in a 6 well plate in complete media. When cells reached ~90% confluency, cells were treated with the indicated compound for 48 h. After the drug incubation, cells were fixed with 4% paraformaldehyde, permeabilized with 0.2% Triton X-100 and incubated with a primary antibody for 90 min at room temperature. Primary antibodies against p300 (Santa Cruz Biotechnology, SC-585) and CBP (Cell Signaling Technologies, 7389) were used. Samples were then incubated with a proper secondary antibody for 30 min at room temperature and mounted on microscope slides (Fisher, 12-544-1) with VECTASHIELD mounting medium (Vector Laboratories, Burlingame, CA, USA) for imaging. The secondary antibodies goat anti-rabbit IgG Alexa, Fluor 488 (Life Technologies, A-11008) and goat anti-mouse IgG Alexa, Fluor-594 (Life Technologies, A-11005) were used. Images were captured using the iVision software and the Zeiss Axiophot microscope with a QImaging EXi Blue camera.

### 2.9. Chromatin Immunoprecipitation (ChIP), Library Preparation, Sequencing (ChIP-Seq), and ChIP-qPCR

MCF-7 cells were seeded in a 15-cm dish in complete media and grown to ~90% confluency. Once at the desired confluency, cells were incubated with A-485 at 3 µM for 24 h in complete media. ChIP was then performed as described previously [58]. Briefly, cells were fixed in 1% formaldehyde (final concentration) for 10 min; cells were lysed, and chromatin was sonicated to an average 200 bp. Immunoprecipitation was performed using an anti-H3K27ac antibody (8173, Cell Signaling Technology) and normal rabbit IgG (P120-101, Bethyl Laboratories, Montgomery, TX, USA). Input samples (1%) were also saved for library production. Immunoprecipitated complexes were washed, eluted from beads, treated with Proteinase K and crosslinks were reversed. DNA was purified using a PCR Cleanup Kit (28104, Qiagen). Two independent experiments (*n* = 2) were used for library production and sequencing. DNA libraries were produced according to manufacturer instructions using the NebNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA). Multiplex Oligos for Illumina (Index Primers Set 1 and Set 2) from New England Biolabs were used as index primers during library preparation. Paired-end sequencing of the DNA libraries was performed by Novogene Co. using the Illumina HiSeq PE150 platform.

For ChIP-qPCR, MCF-7 cells were cultured and treated with A-485 or DMSO; cells were fixed and subjected to ChIP as above. The recovered DNAs from ChIP were used for qPCR on an Applied Biosystems Step One Plus Real Time PCR System according to the manufacturer instructions using SYBR Green. qPCR Ct values were analyzed using the 1% input method and normalized to the DMSO control for two independent experiments (*n* = 2). Primer sequences are available File S1.

### 2.10. ChIP-Seq Data Analysis 

The quality of the sequencing reads was assessed by FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/, accessed on 10 January 2018). The fastq reads were aligned to the Genome Reference Consortium Human Build 38 (hg38) using Bowtie2 [61]. In Bowtie2, the default parameters were used with the local alignment option, which does not require reads to align end-to-end, and the low-quality reads or adaptor reads are trimmed at one or both ends to optimize the alignment score. Duplicated reads were removed by SAMtools [62]. The alignment results of the biological replicates for the drug treatment groups were merged. Peak detection for samples treated with DMSO and A-485 were performed using HomeR [63], with corresponding input samples as background control. For peak detection, HomeR utilizes the Poisson model to obtain the significance level of the identified peaks. For each sample, the peak tags (i.e., number of sequencing reads within a peak region) were normalized as the counts per 10^7^ reads. We further denote the peak intensity as the log2-transformed normalized peak tags. We adopted the default parameter setting in HomeR to filter putative peaks: (i) Normalized tags of the putative peak should be at least 4-fold higher than the background control; (ii) the density at peaks should be at least 4-fold higher than the 10 kb surrounding regions; (iii) the peaks near the repetitive element region, which shows odd tag distribution, were removed. Peak annotation was also performed using HomeR to determine the genomic annotation of each peak, including promoter-TSS, exon, intron, intergenic regions. The promoter-TSS region is defined as the region between 1 kb upstream and 100 bp downstream of the TSS. Each peak was annotated to a gene whose TSS is closest to the peak. To compare the peak density at the promoter regions between A-485-treated sample and DMSO-treated control, we visualized the normalized coverage of ±2 kb extended regions of the peaks annotated with promoters-TSS. A paired student *t*-test was performed to examine the difference in normalized coverage between samples treated with A-485 and DMSO. HomeR was also used to identify super enhancers using a detailed procedure that has been previously described [63]. Briefly, adjacent peaks were merged as regions, and a super enhancer score of each region was determined by its normalized read counts subtracting the normalized reads of the input. After further normalizing against the highest score and against the number of putative enhancer regions, a monotone increasing curve was fitted where x-axis was the sorted region index and y-axis was the super enhancer score. Super enhancers were identified as regions past the point where the slope of the curve was greater than 1.

### 2.11. ChromHMM Analysis 

To infer and characterize the chromatin states of the identified peaks, we performed ChromHMM analysis [64], which utilizes a multivariate Hidden Markov Model (HMM) to decide the presence or absence of a chromatin state. We integrated six histone marks in ChIP datasets derived from the ER+ MCF-7 cell line including H3K27ac, H3K27me3, H3K36me3, H3K4me1, H3K4me3, H3K9ac, and H3K9me3, which are publicly available in GEO (GSE85158). ChromHMM model was trained using these chromatin marks and 18 chromatin states were identified according to the combinations of individual chromatin marks. In particular, we identified State 14 as an Active Enhancer, State 15 as Flanking TSS, and State 17 as Active TSS as described previously [65]. Data is displayed using boxplots (with their associated p values) and statistical significance was determined using the Wilcoxon Rank Sum Test.

### 2.12. Association of ChIP-Seq Data and Microarray Gene Expression Data 

We extracted the gene symbols that are downregulated by A-485 from the microarray data. We visualized the log normalized tags in ChIP-Seq peaks in samples treated with DMSO and A-485 of the downregulated genes via boxplot (with their associated p values). Statistical significance was determined using the Wilcoxon Rank Sum Test.

### 2.13. Cell Viability, Growth, and Colony Formation Assays 

MCF-7, T-47D, and BT-474 cells were seeded in a 96-well plate in complete media. At 24 h after seeding, cells were treated with an indicated compound for 96 h in complete media. After the drug incubation, cell viability was measured according to the manufacturer instructions for the CellTiter Glo (Promega) assay. Cell viability of samples treated with a CBP/p300 inhibitor was normalized to that of the DMSO control for three independent experiments (*n* = 3).

For in vitro cell growth assays, MCF-7 and BT-474 cells were seeded in a 24-well (MCF-7) or 12-well (BT-474) plate in complete media. At 24 h after seeding, cells were treated with an indicated compound for 8 days in complete media. Media and drugs were replaced every four days. After 8 days of drug incubation, cells were trypsinized and counted using the TC20 (Bio-Rad Laboratories, Hercules, CA, USA) automated cell counter. Cell numbers of samples treated with a CBP/p300 inhibitor were normalized to that of samples treated with DMSO for three independent experiments (*n* = 3). For long-term cell growth, MCF-7 cells were treated as above and cells were split, counted, and re-seeded in a 24-well plate. Cells were then allowed to grow in the absence of drugs for 9 days, after which they were counted as above. Cell number of samples treated with a CBP/p300 inhibitor was normalized to that of samples treated with DMSO for three independent experiments (*n* = 3).

For colony formation assay, MCF-7, T-47D and BT-474 cells were seeded in a 6-well plate in complete media. At 24 h after seeding, cells were treated with an indicated compound in complete media. Media and drugs were replaced every four days. Colonies were allowed to grow for 14 days (MCF-7) or 21 days (BT-474 and T-47D). Colonies were then fixed with 4% paraformaldehyde and stained with crystal violet. Colony area was measured with the ColonyArea ImageJ plugin. Colony area of wells with cells treated with A-485 or GNE-049 was normalized to that of DMSO-treated wells for three independent experiments (*n* = 3). Representative images of plates with colonies were taken using the ColonyArea ImageJ plugin [66].

### 2.14. Senescence Staining and Image Analysis 

MCF-7 cells were seeded in a 6-well plate in complete media. At 24 h after seeding, cells were treated with DMSO or A-485 (3 µM) for 8 days in complete media. Media and drugs were replaced every four days. After 8 days of drug incubation, cells were trypsinized and counted using the TC20 (Bio-Rad) automated cell counter. Five thousand cells were then re-seeded in a 96-well plate (in triplicate) for the DMSO and A-485 groups. At 24 h after seeding, cells were fixed and stained for β-galactosidase activity using the Senescence Green Detection Kit (C10850, Invitrogen, ThermoFisher Scientific, Carlsbad, CA, USA). Images of each technical replicate were taken using a Leica DMI 4000b microscope and staining intensity was measured using Cell Profiler. Briefly, images were uploaded to Cell Profiler and converted to gray scale. Cells were identified manually, and mean intensity of cells was measured using the MeasureObjectIntensity module. A total of 30 cells were measured for each group in the independent experiment (10 cells from each of the technical replicates). Mean intensity was then plotted for two independent experiments (*n* = 2) with each data point representing the mean intensity of 10 cells measured from each of the technical replicates for the two independent experiments (in total 60 cells in DMSO and 60 cells in A-485).

### 2.15. Statistical Analysis

The student’s *t*-test was used for studies with two experimental groups. ANOVA was used to analyze experiments with more than two groups. When ANOVA is used, the student’s *t*-test or Welch’s *t*-test was utilized as a post hoc test. If a different statistical test was utilized, it is noted in the methods section for that method. A *p* value of <0.05 was considered statistically significant. *, **, and *** denote *p* < 0.05, 0.005 and 0.0005, respectively. Quantitative data were presented as plots along with standard error of the mean (SEM) as error bars.

## 3. Results

### 3.1. Upregulation of CBP/p300 in BC Cell Lines and Tumors

CBP/p300 have a clear role in regulating the activity of pro-growth signaling pathways in BC and as such are emerging therapeutic targets [21,52,66]. However, how CBP/p300 promote BC growth remains largely unexplored. Based on the Cancer Dependency Map [54], BC cell lines appear highly dependent on p300 for survival (ranking as 5th most dependent cancer on p300, Figure S1A). BC ranked as the 2nd most dependent cancer on CBP, even though the median gene effect scores for CBP are not strongly negative. In validation of these findings, known CREBBP/EP300 dependent cancer types (i.e., PCa, lymphoma, myeloma, and leukemia [29,67]) all ranked highly for CREBBP/EP300 dependency versus other cancer types (Figure S1A). Interestingly, there appears to be a strong, positive correlation between CREBBP and EP300 expression in BC cell lines (Figure S1B). Similar findings were seen in primary breast tumors, including ER+ tumors, from the TCGA BRCA dataset (Figure S1C,D) [56]. Notably, both CREBBP and EP300 mRNA levels are increased in ER+ BC tumors compared to ER- tumors (Figure S1E). These observations suggest both CBP and p300 are promising therapeutic targets, especially in ER+ BC subtypes.

### 3.2. ER Is a Major Interaction Partner for Both CBP and p300 in Luminal BC

CBP/p300 are co-activators for numerous transcription factors and are known to interact with over 400 proteins [37]. We investigated which members of the CBP/p300 interactome are essential for ER+ BC growth and examined whether the ER pathway is the dominant CBP/p300-regulated pathway in ER+ BC (a list of binding partners in Table S1). Using the gene dependency scores from The Cancer Dependency Map, we determined which binding partners of CBP/p300 are essential for MCF-7 (luminal A) and HCC1419 (luminal B) (Gene effect score ≤ −1). Surprisingly, only 8.8% (31/354) and 7.9% (28/354) of the CBP/p300 interactome are essential for cell viability in MCF-7 and HCC149 cell lines, respectively (Figure 1A, Table S1). Approximately 22% of these essential binding partners (including ESR1, which encodes ER) are members of the Estrogen Dependent Gene Expression Reactome Pathway (Figure 1A). At the chromatin level, it is reported that ~56% and 38% of all p300 and CBP binding sites, respectively, are shared with ER in MCF-7 cells (Figure 1B, data from [21,52]). These results strongly imply that CBP/p300 function is skewed towards regulating ER signaling in ER+ BC. 

Next, we analyzed the expression profile of the CBP/p300 interactome based on TCGA tumor samples of luminal A and B BC subtypes. As expected of CBP/p300 as critical transcriptional co-activators, RNA polymerase II transcription is the top-ranked pathway among CBP/p300 binding partners that are upregulated in luminal breast tumors versus normal tissues (FC ≥ 1.25, q < 0.05). The upregulated CBP/p300 binding partners are also highly enriched for ER signaling pathways (marked in red) (Figure 1C,D, Table S1). Significantly, five of the 14 most highly expressed CBP/p300 binding partners in luminal A BC are members of the Estrogen Dependent Gene Expression Reactome Pathway (marked in brown) (Figure 1E). Importantly, ESR1 is one of the top 10 most highly expressed binding partners in luminal A tumors, as measured by mean expression level and mean rank (Figure 1E and Figure S2A). Similar results are seen in luminal B BC (Figure 1F–H, Table S1). Collectively, these bioinformatics analyses indicate that CBP/p300 are critical co-activators of ER in luminal BC.

### 3.3. CBP/p300 KAT (A-485) and BD (GNE-049) Inhibitors Attenuate Estrogen-Induced Gene Expression and ER Activity in ER+ BC Cells

In this study, the commonly studied ER+ BC cell lines of luminal A (MCF-7 and T-47D) and luminal B (BT-474) subtypes were utilized. Early studies identified MYC and CCND1 as critical ER target genes responsible for estrogen-induced cell cycle progression [4,5,6,7]. Indeed, MYC and CCND1 are essential genes for MCF-7 and T-47D cell viability based on CRISPR knockout data (Figure 2A). Although the gene effect data based on CRISPR for BT-474 are not available in the DepMap portal, high dependency on ESR1, MYC and CCND1 for cell viability of BT-474 are expected. ER, c-Myc, and Cyclin D1 are also known to promote tamoxifen resistance [15]. Notably, high MYC and CCND1 expression also correlates with poor relapse-free survival in BC patients treated with endocrine therapies (though it should be noted that the results for CCND1 are not as statistically significant as those for MYC, Figure S3A,B). Therefore, we analyzed the expression levels of ER, Myc and Cyclin D1 to assess the effects of CBP/p300 inhibitors on ER signaling. To directly assess the effects on ER signaling, cells were cultured in charcoal-stripped serum and then stimulated with estrogen (E2) in the absence or presence of a CBP/p300 inhibitor. As shown in Figure 2B–D, the CBP/p300 KAT inhibitor A-485 and BD inhibitor GNE-049 dose-dependently attenuate estrogen-induced c-Myc upregulation in MCF-7, T-47D, and BT-474 cells. A-485 and GNE-049 also strongly inhibit estrogen-induced Cyclin D1 expression in T-47D and BT-474 cells (Figure 2C,D). Strikingly, A-485 and GNE-049 potently downregulate ER protein levels in all three cell lines, indicating that CBP/p300 is essential for ER activity (Figure 2B–D). Of note, E2 induces marked ER downregulation in MCF-7 and T-47D cell lines, consistent with observations by others that E2 treatment induces proteosomal degradation of ER [68]. The SERD fulvestrant (Ful) is used as a positive control and similar results were seen (Figure 2B–D). 

In MCF-7 cells, A-485 (750 nM) and GNE-049 (250 nM) repress estrogen-induced mRNA expression of MYC (Figure 2E). In contrast, A-485 and GNE-049 have minimal effects on CCND1 expression at this concentration (Figure 2E), mimicking the results seen with immunoblotting (Figure 2B). This indicates MYC expression is highly sensitive to CBP/p300 inhibitors in MCF-7 cells. Of note, CCND1 expression did not seem to be perturbed by GNE-049 in MCF-7 cells (Figure 2B). A-485 and GNE-049 also reduce expression of GREB1, a canonical ER target gene in MCF-7 cells (Figure 2F). These results indicate that CBP/p300 inhibitors act through suppressing ER-mediated transcription. We further observed that A-485 inhibits ER transactivation activity using a luciferase reporter driven by three ERE motifs (Figure 2G). The co-transfected GFP accumulates at similar levels in the cell lysates used for the luciferase assay, indicating equal transfection efficiency (Figure 2G). ER downregulation was similarly observed in cells treated with A-485 or GNE-049 in the transfected cells (Figure 2G). Of note, GNE-049 did not reach statistical significance in this assay. These results collectively indicate that A-485 and GNE-049 inhibit ER-mediated transcription of clinically significant ER target genes.

### 3.4. CBP/p300 Are Critical for ER Signaling and Expression of Estrogen-Regulated Genes 

To assess global effects of CBP/p300 inhibition by A-485, we performed a microarray analysis on MCF-7 cells treated with DMSO or A-485. Gene-set enrichment analysis (GSEA) using the Molecular Signatures Database (MSigDB) of the A-485 downregulated genes (FC ≤ −1.25, *p* < 0.05) based on the microarray data show that genes involved in the Estrogen Response Early and Estrogen Response Late Hallmark Gene Sets are the top two enriched pathways (Figure 3A, Table S2). Consistent with immunoblotting data shown above (Figure 2), ESR1 expression was reduced in the microarray data (Figure 3D). The reduced ESR1 expression was confirmed with RT-qPCR, along with FASN and TFF1, two genes in the Estrogen Response Early Gene Set (Figure S4A). Downregulation of EP300 expression with siRNA in MCF-7 cells also results in global repression of genes involved in the Estrogen Response Early and Estrogen Response Late Gene Sets (Figure 3B, data from GSE109957 [60]). Similar results were seen with an additional public dataset with EP300 genetic knockdown in MCF-7 cells (Figure S4B, data from GSE76200 [59], Table S2). 

Comparison of the genes downregulated by A-485 and EP300 genetic knockdown reveals that the commonly downregulated genes are enriched for estrogen-regulated genes (Figure 3C). Figure 3D shows commonly downregulated genes (including ESR1) by A-485 or EP300 knockdown in the Estrogen Response Early Gene Set. These results confirm that CBP/p300 globally regulates ER signaling and demonstrate that the ER pathway is the primary target of CBP/p300 inhibitors in ER+ BC cells.

To investigate if the genes downregulated by A-485 are clinically significant and if pharmacological CBP/p300 inhibition could potentially restore ER+ tumors to a more “normal-like” gene expression pattern, we compared the genes downregulated by A-485 (Figure 3A) and EP300 knockdown (Figure 3B) to genes known to be upregulated in luminal A and B tumors versus normal tissues (Figure S5A,B). Indeed, 36% (51/142) and 37% (53/142) of genes downregulated by A-485 in MCF-7 cells are upregulated in luminal A and B BC, respectively (Figure S5A). Furthermore, the Estrogen Response Early and Estrogen Response Late Hallmark Gene Sets are the top two enriched pathways for the overlapping genes (Figure S5A). Likewise, 31.8% (556/1748) and 30.2% (528/1748) of genes downregulated by EP300 knockdown in MCF-7 cells are upregulated in luminal A and B BC, respectively (Figure S5B), and again the Estrogen Response Early and Estrogen Response Late Hallmark Gene Sets are the top two enriched pathways for the overlapping genes (Figure S5B). Together these results imply that CBP/p300 inhibition could effectively suppress ER signaling and thus restore ER+ tumors to a more “normal-like” gene expression pattern for genes downstream of ER signaling.

### 3.5. Effects of A-485 and GNE-049 on Histone Acetylation

The data presented above indicate that pharmacological inhibition of CBP/p300 represents a potent means to ablate ER signaling. Next, we sought to determine the mechanism by which CBP/p300 inhibitors block ER activity. Consistent with the findings that CBP/p300 specifically catalyze H3K27 and H3K18 acetylation [39], A-485 markedly reduces H3K18ac and H3K27ac in all cell lines we tested. In contrast, it has little effect on H3K9ac (Figure 4A–C). A-485 also potently downregulates H2BK5ac and H2BK12ac (Figure 4A-C), in agreement with previous findings that these modifications are mediated by CBP/p300 [38]. The BD inhibitor GNE-049, by contrast, only decreases H3K27ac without significantly affecting acetylation of other H3 or H2B sites in ER+ BC cells (Figure 4A–C).

Notably, A-485 and GNE-049 neither obviously affect CBP/p300 subcellular localization, as determined through immunofluorescence microscopy (Figure 4D), nor impact overall CBP/p300 protein level (Figure 4E). These results support the notion that these inhibitors act through inhibiting the KAT activity or the BD function of CBP/p300. 

### 3.6. A-485 Preferentially Suppresses H3K27ac at Active Enhancers

CBP/p300 binding is enriched at enhancers [69,70] and CBP/p300-catalyzed H3K27ac is an established marker of transcriptionally active enhancers [43,71,72,73]. It was previously reported that GNE-049 downregulates H3K27ac at enhancers to a greater degree than that at promoter regions [40]. These findings led Raisner et al. to conclude that the CBP/p300 BD has an “enhancer-biased” role in H3K27 acetylation [40]. Nevertheless, it is also observed that CBP/p300-mediated acetylation in promoters may directly impact transcriptional outputs [74]. However, how pharmacological inhibition of CBP/p300’s catalytic activity affects genome-wide H3K27ac has not been reported. Therefore, we conducted H3K27ac ChIP-seq experiments to assess genome-wide impact of A-485.

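MCF-7 cells, an ER+ luminal BC cell line, were treated for 24 h with DMSO or with 3 µM A-485, and H3K27ac, a mark of active promoters and enhancers, was mapped by ChIP-seq. H3K27ac was called at 28156 peaks in DMSO and at 23847 peaks in A-485. In DMSO the highest peak, with 1459.8 normalized tags, lay in an intron of NCOA3, a steroid receptor coactivator gene on chromosome 20. Peaks shared by both lists had nearly equal normalized tags on chromosomes 1 to 19, where the medians of the log2 ratio of A-485 to DMSO ranged from -0.04 to 0.17. From a point on chromosome 20 between positions 8251540 and 9068730 (hg38) to the end of chromosome X, the median over 1686 Shared Peaks was 1.44, against 0.06 over the 13942 Shared Peaks before that point. This step in the ratio was found after the data were examined, and it bears on NCOA3, PPDPF, TFF1, SULF2 and EP300, which lie beyond it. For each treatment the authors merged 2 replicates before peak calling, so each treatment was 1 pooled library, no difference between the treatments has a replicate error, and no test between them was made. The authors aligned the reads to hg38 with Bowtie2, removed duplicates with SAMtools, called peaks with HomeR against input samples and annotated each peak to the gene with the nearest TSS. The peak score is the authors' own value, the tags in the peak per 10 M reads of the merged library, and is called normalized tags here. Input tags were not subtracted from it, so local differences in DNA copy number remain where peaks are ranked by normalized tags. All values below 10 were whole multiples of 0.28787 in DMSO (6823 values) and of 0.36902 in A-485 (3751 values), within 0.0051, which corresponds to library totals of 34.7 M and 27.1 M tags. The smallest called peaks held 19 tags in DMSO and 16 tags in A-485, and peaks were 200 bp wide in DMSO, with 1 exception, and 196 bp wide in A-485. A pair of peaks was shared when they overlapped by at least 1 bp, and the A-485 peak with the largest overlap gave the log2 ratio. The ratio rests on the scaling of each library to its own total, so a fall of equal size at every position in the genome would not appear in it; with no scaling every log2 ratio would be lower by 0.36, and centred on promoter-TSS peaks by 0.14.

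**Figure D1:**
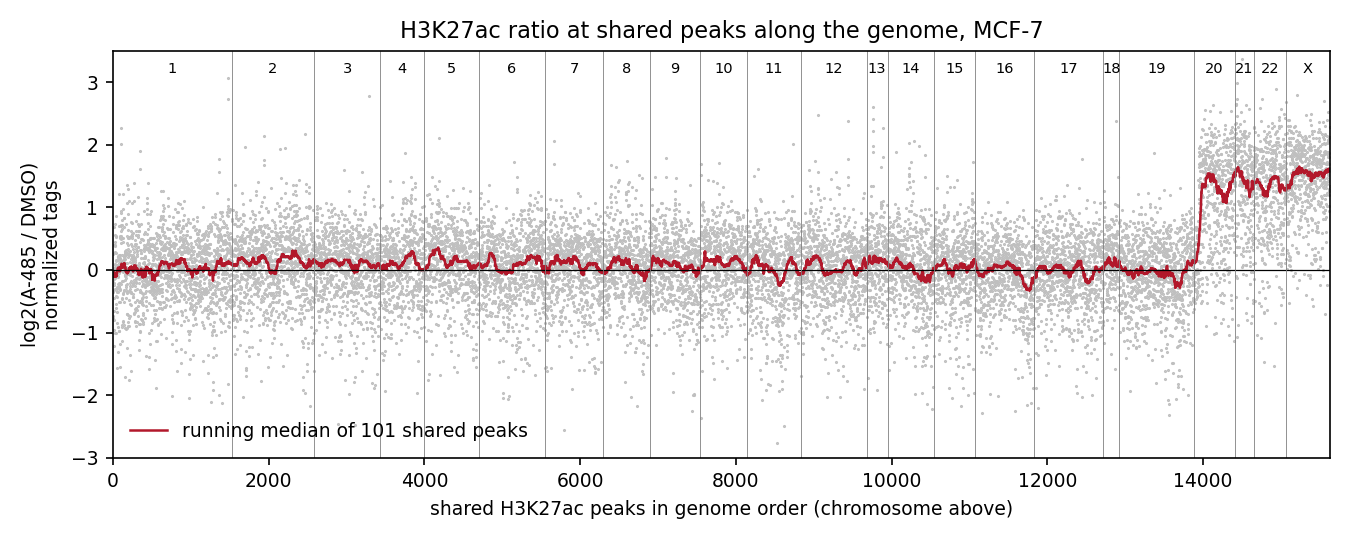
Log2 ratio of normalized tags (A-485 over DMSO) at Shared Peaks in the order of the genome, with chromosome names above. Grey points are single peaks and the red line is a running median, which stays near 0 on chromosomes 1 to 19 and stands near 1.44 from inside chromosome 20 to the end of chromosome X.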

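The median over all called peaks was 15.8 normalized tags in DMSO (25th to 75th percentile 10.1 to 26.2) and 19.9 in A-485 (12.2 to 33.9). Among peaks with at least 20 normalized tags in both lists, the lowest ratio lay upstream of AHNAK, which encodes a large scaffold protein (chromosome 11, 62552980 to 62553180, intergenic, -6220 bp from the TSS). This peak held 77.4 normalized tags in DMSO and 21.8 in A-485, a log2 ratio of -1.83 (95% interval -2.26 to -1.42). Next came a peak in the 5' UTR of CAMK2N1, which encodes an inhibitor of CaM kinase II, with 102.2 and 30.3 normalized tags (log2 ratio -1.75), a peak at a TTS annotated to LOC221122 (-1.74), an intronic peak of the cholesterol sulfotransferase gene SULT2B1 (-1.70) and an intronic peak near MTA3, which encodes a subunit of the NuRD deacetylase complex (-1.60). Intervals of single peaks are exact binomial intervals given both tag counts and compare the 2 pooled libraries. Each list holds called peaks only, so the medians of the lists also depend on which peaks were called.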

Consistent with immunoblotting data (Figure 4), A-485 reduces overall H3K27ac peak intensity in MCF-7 cells (Figure 5A,B). In analyzing our ChIP-seq dataset, we divided the H3K27ac peaks into four groups (peak types): All Peaks (AP, all detected peaks), Lost Peaks (LP, DMSO unique peaks), Shared Peaks (SP, peaks detected in both DMSO and A-485), and Gained Peaks (GP, A-485 unique peaks) (Figure 5A). In total, 36,352 H3K27ac peaks are detected, among which the number of LPs and SPs is similar, while there are fewer GPs (~8000). 

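At GREB1, a gene induced by estrogen, the DMSO peak (chromosome 2, 11538997 to 11539197, promoter-TSS, 10.1 normalized tags) was a Lost Peak, and an A-485 peak of 9.59 normalized tags centred 2 bp from the TSS was a Gained Peak. Of the DMSO peaks, 12505 were Lost Peaks (44.4%, 95% Wilson interval 43.8 to 45.0) and 15651 were Shared Peaks, and 8196 of the A-485 peaks were Gained Peaks (34.4%, 33.8 to 35.0). Lost, Shared and Gained Peaks were 34.4%, 43.1% and 22.5% of the 36352 peaks. The Lost Peaks with the most normalized tags lay close to the TSS of APPBP2 on chromosome 17, a 5' UTR peak at 60525885 to 60526085 (464.9) and an intronic peak at 60525235 to 60525435 (444.2). An A-485 peak of 693 normalized tags lay between them (60525635 to 60525831) and counted as a Gained Peak. A further Lost Peak of 426.9 normalized tags lay in an intron of THOC7, which encodes a subunit of the THO mRNA export complex. These ranks were not corrected for DNA copy number. The Wilson intervals cover counting error only. The lost share was 19.4% among DMSO peaks of at least 20 normalized tags, and with peak centres within 1 kb counted as shared, a setting chosen after the data were examined, it was 29.5% and the gained share 15.3%.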

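CACNG4, which encodes a calcium channel subunit and was downregulated by A-485 in the microarray data, had 5 peaks in DMSO and none of them overlapped an A-485 peak. The highest of these, intergenic and -13895 bp from the TSS on chromosome 17 (66950869 to 66951069), held 95.3 normalized tags, and an A-485 peak of 28.4 normalized tags lay beside it at 66951341 to 66951537. FOXA1, which encodes a pioneer factor of ER, had 4 peaks in DMSO, all of them shared. Over the genome, peaks found in DMSO alone had a median of 10.7 normalized tags (25th to 75th percentile 8.06 to 16.1), and 83.5% of them held fewer than 20 tags per 10 M. Peaks found in both lists had a median of 21.6 in DMSO (14.4 to 32.8) and 23.2 in A-485 (14.4 to 38.7), and peaks found in A-485 alone a median of 14.8 (9.96 to 24.7). The median log2 ratio at shared peaks was 0.12 (95% interval 0.11 to 0.13), with 9259 of 15651 shared peaks higher in A-485 (59.2%) and 6334 lower (40.5%). A fall of at least 2-fold was seen at 602 shared peaks (3.85%) and an increase of at least 2-fold at 1536 (9.81%), but before the step on chromosome 20 the falls, 593, outnumbered the increases, 339. Tags of the A-485 library at positions called in DMSO alone are not part of the lists and were not analysed here. The smallest called peaks held 5.47 normalized tags in DMSO and 5.9 in A-485. Large changes at low peaks can therefore appear as Lost or Gained Peaks and be missing from the ratios at shared peaks. The median at shared peaks was -0.02 after centring on promoter-TSS peaks, 0.06 without the part of the genome from the step on and -0.24 on tags with no scaling to the library totals. The settings without the step and without scaling were chosen after the data were examined.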

A-485 markedly reduces H3K27ac peak intensity in LPs but only has a small effect on SPs (Figure 5B). We then utilized ChromHMM to discover chromatin-states that may define functional regulatory elements such as enhancers and promoters, based on the presence or absence of specific histone modification marks [64,65]. We chose six different histone marks (H3K4me3, H3K27ac, H3K4m1, H3K27me3, H3K9me3, and H3K36me3) from available datasets derived from MCF-7 cells to identify potential epigenomic regulatory regions that controls gene expression. Different combinations of these histone marks may define active and repressed enhancers and promoters. Our analysis generated 18 different chromatin states with a different combination of these histone marks, which can be used to define active enhancers and promoters (Figure S6A). We then annotated these states to the appropriate functional regions according to Ernst et al. [65] and further classified them based on their distance relative to transcription start sites (TSSs) (Figure S6B). Such computational annotations define State 14 as active enhancers, State 15 as flanking TSSs and State 17 as active TSSs (Figure S6A). These three chromatin states are the most enriched states in our dataset; in contrast, chromatin states with a high probability of containing repressive marks (e.g., H3K27me3 and H3K9me3) are not well-represented in our dataset (Figure S6C), suggesting that H3K27ac is largely associated with actively transcribed genes in MCF-7 cells.

Remarkably, H3K27ac peak intensity at active enhancers is highly reduced by A-485 (Figure 5C). 

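TMEM150C, which encodes a transmembrane protein, had 8 peaks in DMSO, all intronic, and 6 of them were Lost Peaks; the highest of the 8, 37895 bp from the TSS on chromosome 4 (82524024 to 82524224), held 40.3 normalized tags in DMSO and 15.9 in A-485 (log2 ratio -1.34, 95% interval -1.87 to -0.84). At KIAA1324, an estrogen-responsive gene, 3 of 4 peaks were Lost Peaks and the shared intronic peak held 40.0 normalized tags in DMSO and 9.96 in A-485 (-2.01, -2.66 to -1.40). Of 24 DMSO peaks annotated to TRPS1, which encodes a GATA-type repressor of luminal cells, 16 were Lost Peaks and 7 of the 8 Shared Peaks were higher in A-485. TRPS1 also had 8 Gained Peaks, the highest with 141 normalized tags. Among intron and intergenic peaks together, 9419 of 17378 were Lost Peaks (54.2%, 53.5 to 54.9), with 49.5% of intron and 63.3% of intergenic peaks. The 7959 that were shared had a median log2 ratio of 0.08 (0.07 to 0.10). The ChromHMM states were not analysed here, and intron and intergenic peaks of the HomeR annotation stand in for enhancers, which they match only in part. Only 3865 Shared Peaks of any class lay more than 2.5 kb from a TSS, so many of the 7959 intron and intergenic ones lay nearer. The median ratio was -0.06 after centring on promoter-TSS peaks, -0.04 for peaks more than 2.5 kb from a TSS, 0.01 without the part of the genome from the step on and -0.28 without scaling to the library totals, and the lost share was 22.8% among peaks of at least 20 normalized tags.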

Similar results were observed for H3K27ac peak intensity at super enhancers defined by the HomeR program (Figure 5D). 

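The super-enhancer-like regions of highest rank lay near PARD6B, a cell polarity gene, ZNF217, a zinc finger oncogene, and SUMO1P1, a pseudogene, all on chromosome 20 beyond the step in the ratio, and at MIR21, an oncogenic microRNA gene on chromosome 17. At MIR21 (59838116 to 59838316) the single peak held 868.2 normalized tags in DMSO and 2151.4 in A-485, a log2 ratio of 1.31, whereas single-peak regions near NACA2 (61568296 to 61568496) and LOC101927855 (61356025 to 61356225) on the same chromosome had log2 ratios of -0.59 and -0.97. At ZNF217 (chromosome 20, 53592581 to 53593529), 2 peaks summed to 1409.7 normalized tags in DMSO and 5781.4 in A-485. The regions near RIPOR3, LINC01754 and LOC105372672, on chromosome 20 beyond the step too, had log2 ratios of the summed tags of -0.23, 0.14 and 1.67, where the median at shared peaks from the step on was 1.44. None of the peaks in the 10 regions of highest rank was a Lost Peak. Over all 155 super-enhancer-like regions, 148 of 426 peaks were Lost Peaks (34.7%, 30.4 to 39.4), against 69.2% of 11633 other distal peaks and 34.5% of other distal peaks at the same heights. The median log2 ratio of the shared peaks was -0.10 (-0.20 to 0.02) in these regions and -0.04 at other distal peaks. Before the step on chromosome 20 these medians were -0.28 (-0.41 to -0.13) and -0.14 (-0.18 to -0.11), and in the 28 regions from the step on the median was 1.11 (0.58 to 1.41). Regions were made by joining neighbouring DMSO peaks more than 2.5 kb from a TSS. Those past a slope of 1 on the ranked curve were taken. They covered 1225 kb, with peaks over 85.2 kb and a mean of 69.7 normalized tags per peak. Of the 155 regions, 28 held a single peak, 24 lay on chromosome 20 and 20 on chromosome 17. The paper subtracted input reads in its ranking. Input reads were not used here, so local differences in DNA copy number were not removed from the ranks. The lost share in these regions was 27.0% (93 of 344) among their peaks of at least 20 normalized tags and 17.8% with centres within 1 kb counted as shared, 2 settings chosen after the data were examined, and 17.6% (15 of 85) in regions made anew from DMSO peaks of at least 20 normalized tags.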

Consistent with the results from cells treated with GNE-049, A-485 did not significantly affect H3K27ac peak intensity at active TSSs (i.e., promoters), although reduced H3K27ac was apparent at the TSSs of a subset of genes (Figure 5E). Similar results were seen when analyzing the flanking TSSs (Figure 5F). An independent analysis of H3K27ac peak intensity at TSSs using HomeR led to similar results (Figure S6D). 

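At the promoter-TSS peak of FOXA1 (chromosome 14, 37594790 to 37594990), normalized tags were 117.2 in DMSO and 209.2 in A-485, a log2 ratio of 0.84 (0.65 to 1.02). TRPS1 had a ratio of 0.66 (0.45 to 0.88) at its promoter-TSS peak, and CREBBP, which encodes CBP, had a ratio of -0.32 (-0.66 to 0.01) with 57.3 and 45.8 normalized tags. At NR4A2, which encodes an orphan nuclear receptor, the promoter-TSS peak of DMSO (39.2 normalized tags, -486 bp from the TSS) was a Lost Peak and an A-485 peak of 58.7 normalized tags at -815 bp was a Gained Peak. Over the genome 2033 of 7326 promoter-TSS peaks were Lost Peaks (27.8%, 26.7 to 28.8), and the 5293 shared promoter-TSS peaks had a median log2 ratio of 0.14 (0.13 to 0.16). Peaks in 5' UTRs were lost at 24.7% (282 of 1141), and exon peaks at 29.0% (333 of 1148). The annotation of promoter-TSS is the authors', from 1 kb upstream to 100 bp downstream of the TSS. With centres within 1 kb counted as shared the promoter-TSS lost share was 7.25%, among peaks of at least 20 normalized tags it was 16.1%, and the median ratio was 0.09 without the part of the genome from the step on and -0.22 without scaling to the library totals.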

Based on these findings, we conclude that inhibition of the catalytic activity of CBP/p300 impairs H3K27ac preferentially on active enhancers, with relatively limited effects on TSSs.

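At equal height in DMSO, intron and intergenic peaks were Lost Peaks more often than promoter-TSS peaks, and the difference was smaller among high peaks. In the lowest of 10 bins of promoter heights (5.76 to 9.21 normalized tags), 66.0% of promoter-TSS peaks (62.4 to 69.4) and 86.1% of intron and intergenic peaks (85.0 to 87.1) were Lost Peaks. In the highest bin (44.75 normalized tags or more), the shares were 10.1% (8.12 to 12.49) and 14.0% (12.1 to 16.1). Averaged over the bins with equal weights, the lost share of intron and intergenic peaks was 42.1% (41.4 to 42.8), 14.1 percentage points above promoter-TSS peaks; matched on GC content too, the difference was 7.47 points (6.21 to 8.72). The lost share at equal heights was 28.8% with centres within 1 kb counted as shared, a setting chosen after the data were examined. The lost share was 24.8% for peaks within 1 kb of a TSS, such as that of FASN, which encodes fatty acid synthase, 50.6% from 1 to 2.5 kb, 65.0% from 2.5 to 10 kb and 69.9% beyond 100 kb. Promoter-TSS peaks had a median of 20.05 normalized tags in DMSO, intron peaks 15.0 and intergenic peaks 12.1. From the intensities at active enhancers (Figure 5C), super enhancers (Figure 5D) and TSSs (Figure 5E,F), the paper concludes that inhibition of the catalytic activity of CBP/p300 impairs H3K27ac mainly on active enhancers and has limited effects on TSSs.

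**Figure D2:**
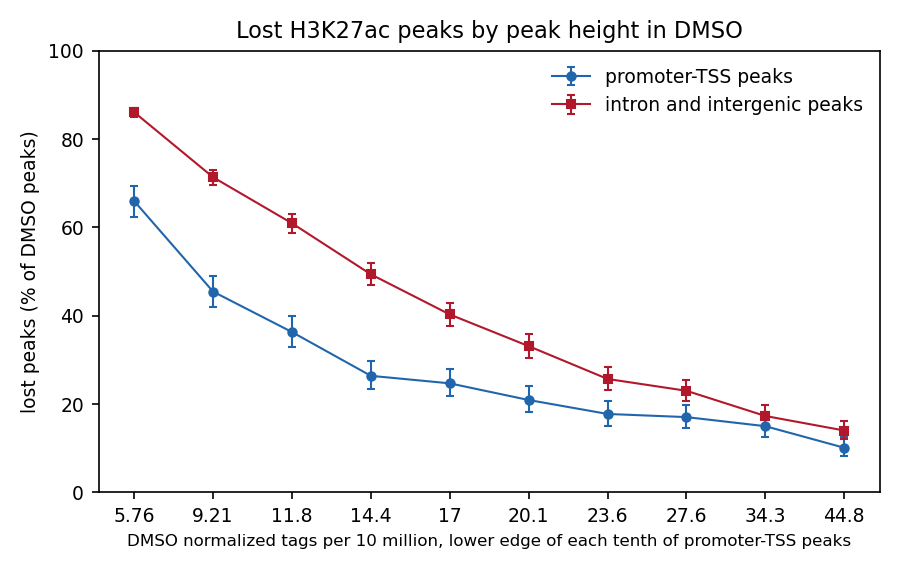
Share of DMSO peaks that were Lost Peaks (percent, vertical axis) by the peak's normalized tags in DMSO (horizontal axis, lower edge of each of 10 equal bins of the promoter-TSS peaks). Circles are promoter-TSS peaks, squares are intron and intergenic peaks and bars are 95% Wilson intervals; the shares run from 66.0% to 10.1% and from 86.1% to 14.0%.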

### 3.7. A-485 Inhibits H3K27ac at the Enhancers of Downregulated ER Target Genes

We demonstrated that A-485 specifically inhibits expression of estrogen-regulated genes (Figure 3A). To examine if reduced H3K27ac correlates with decreased gene expression by A-485, we interrogated our microarray gene expression data along with our H3K27ac ChIP-seq dataset. This analysis revealed that genes transcriptionally downregulated by A-485 based on our microarray data exhibit decreased overall H3K27ac peak intensity in our ChIP-seq data with potent reduction in H3K27ac intensity at Lost Peaks (Figure 6A). 

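Of 136 genes downregulated by A-485 in the microarray data (Table S2), 80 had H3K27ac peaks in DMSO, 249 peaks in all. The genes with the most Lost Peaks were TMEM150C and NR2F2, which encodes the orphan receptor COUP-TFII (6 each), CACNG4, the fatty acid elongation gene HACD3 and ESR1, which encodes ER (5 each), and SHISA2 (4), followed by SULF2, which encodes a heparan sulfatase and lies beyond the step on chromosome 20, TSKU, ENPP1 and KIAA1324 (3 each). NR2F2 also had 9 Shared Peaks, 6 of them higher in A-485 (5 with no scaling), and at SHISA2 the only Shared Peak had a log2 ratio of -1.00. Peaks were assigned at any distance: the 4 Lost Peaks of SHISA2 lay 61372 to 278920 bp from its TSS. Those of NR2F2 lay at -367723 to -8387 bp. At ESR1 6 Gained Peaks were called, at TMEM150C and NR2F2 3 each, and at HACD3 and ENPP1 2 each. CACNG4, SULF2, TSKU and KIAA1324 had 1 each and SHISA2 had none. An ENPP1 Gained Peak (131843878 to 131844074) lay beside a Lost Peak (131843639 to 131843839). Together 113 of the 249 peaks were Lost Peaks (45.4%, 39.3 to 51.6), at the 65.1th percentile of 10000 random gene lists matched on summed DMSO tags. At 136 Shared Peaks the median log2 ratio was 0.04 (-0.12 to 0.20), at the 45.6th percentile, with 64 peaks lower and 71 higher in A-485. Over the strongest Shared Peak of each gene, the lowest ratio was that of TANC2 (chromosome 17, 63170994 to 63171194, intron). It held 76.9 normalized tags in DMSO and 18.8 in A-485 (log2 ratio -2.03, -2.49 to -1.59). EMP2 and the tetraspanin gene CD9 had ratios of -1.22 and -1.17 at their strongest Shared Peaks, but 1 of 3 Shared Peaks of EMP2 was higher in A-485. Gained Peaks numbered 5 at EMP2 (up to 44.7 normalized tags), 3 at CD9 (up to 19.6) and 2 at TANC2 (up to 10.7). Of 277 A-485 peaks at the downregulated genes, 142 were Gained Peaks (51.3%, 45.4 to 57.1), at the 99.9th percentile of lists matched on summed A-485 tags. The list was chosen by the paper on microarray samples, and percentiles describe these libraries only. The random lists were not matched on peak class. Intron and intergenic peaks, which were lost more often over the genome, were 205 of the 249 peaks here and 61.7% of all DMSO peaks. Of the DMSO peaks of at least 20 normalized tags at these genes 30.1% were Lost Peaks, at the 98.55th percentile, and 43.4% (98.49th percentile) with that threshold in both lists. Within 50 kb of the TSS the median ratio was -0.04 (9.10th percentile), and without scaling to the library totals it was -0.32 (-0.48 to -0.16), at the 45.6th percentile as with scaling.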

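At ESR1, 5 of 12 DMSO peaks were Lost Peaks, all intronic and with 8.64 to 29.9 normalized tags, and all 7 Shared Peaks were higher in A-485, of which 5 would be higher with no scaling too. The highest of these, intergenic in the annotation and -21243 bp from the nearest TSS (chromosome 6, 151669153 to 151669353), held 182.5 normalized tags in DMSO and 221.0 in A-485 (log2 ratio 0.28, 0.11 to 0.44). Of the 13 A-485 peaks of ESR1, 6 were Gained Peaks, the highest with 174.2, 172.7 and 118.8 normalized tags. Another, of 38.7 at 151900667 to 151900863, lay beside the Lost Peak at 151900364 to 151900564. MREG, which encodes melanoregulin, had 5 Lost Peaks of 6, and its Shared Peak 400 bp from the TSS had a log2 ratio of 0.09. SULF2 had 3 Lost Peaks of 4, beside an A-485 peak of 559.1 normalized tags, and its Shared Peak had a ratio of 1.41, which stood at the 48.0th percentile of Shared Peaks beyond the step on chromosome 20. TFF1, a classical estrogen-induced gene on chromosome 21, had a Shared Peak of 16.4 normalized tags in DMSO and 23.2 in A-485 (0.50, -0.04 to 1.05), at the 15.7th percentile of those peaks, and the promoter-proximal intronic peak of FASN had 51.0 and 44.7 (-0.19, -0.54 to 0.15). Of 62 estrogen-response genes, listed from general knowledge, 48 had peaks in DMSO, and 73 of these 139 peaks were Lost Peaks (52.5%, 44.3 to 60.6), at the 96.0th percentile of the matched random lists. The 66 Shared Peaks had a median log2 ratio of 0.02 (-0.27 to 0.18). Of 130 A-485 peaks, 64 were Gained Peaks (49.2%, 40.8 to 57.7), at the 98.4th percentile of lists matched on summed A-485 tags. For the 20 of these genes that were also downregulated in the microarray data and had peaks, 27 of 58 peaks were Lost Peaks (46.6%, 34.3 to 59.2; 63.6th percentile) and the median ratio was -0.04 (-0.47 to 0.32). Among estrogen-response peaks of at least 20 normalized tags the lost share was 30.0% (93.1th percentile). Without the part of the genome from the step on the list stood at the 92.5th percentile. Other settings placed its lost share higher. The percentile was 96.19 with at least 50% overlap, 97.41 with the threshold in both lists and 99.39 within 50 kb of the TSS. With centres within 500 bp or 1 kb counted as shared it was 98.69 and 99.05.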

Similar results are seen at estrogen-regulated genes downregulated by A-485 (Figure 6B). 

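Of the 25 promoter-TSS peaks of genes downregulated by A-485, 5 were Lost Peaks (20.0%, 8.86 to 39.1), and of their 205 intron and intergenic peaks 105 were (51.2%, 44.4 to 58.0). Over the genome the lost shares of these classes were 27.8% and 54.2%. At CACNG4 the promoter-TSS peak at -381 bp from the TSS was among the Lost Peaks, with 72.5 normalized tags, beside an intronic one of 52.7 at 298 bp. At TANC2 a further intronic peak, 162732 bp from the TSS, held 76.6 normalized tags and was a Lost Peak, and at KIAA1324 an intronic peak of 47.2 was one. The Shared Peaks of these genes had a median log2 ratio of 0.07 at 20 promoter-TSS peaks and 0.06 at 100 intron and intergenic peaks. Estrogen-response genes gave 8 of 22 promoter-TSS peaks (36.4%, 19.7 to 57.0) and 60 of 105 intron and intergenic peaks (57.1%, 47.6 to 66.2) as Lost Peaks. With 25 promoter-TSS peaks the interval of the lost share is wide.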

The reduction of H3K27ac peak intensity at enhancers of the transcriptionally downregulated genes is obvious, in contrast to little effects at TSSs of these genes (Figure 6C). 

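INHBB, which encodes a subunit of inhibin and activin, and CA12, which encodes a carbonic anhydrase, are estrogen-regulated genes. The INHBB peak 795 bp downstream of the TSS, in an intron (chromosome 2, 120346837 to 120347037), held 29.9 normalized tags in DMSO and 16.2 in A-485, a log2 ratio of -0.88 (-1.43 to -0.36). An A-485 peak of 14.4 normalized tags in the INHBB promoter-TSS, at -504 bp, overlapped no DMSO peak, and an intergenic DMSO peak of 13.8 at 52557 bp overlapped no A-485 peak. The CA12 peak 1849 bp downstream of the TSS, in an intron (chromosome 15, 63380161 to 63380361), held 83.2 normalized tags in DMSO and 45.4 in A-485, a log2 ratio of -0.87 (-1.19 to -0.56). Another A-485 peak of CA12, at 1290 bp in the same gene, held 26.2 normalized tags and overlapped no DMSO peak.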

Of note, although in most cases A-485 does not affect H3K27ac at TSSs, some downregulated genes show reduced H3K27ac at their TSSs (e.g., INHBB and CA12 in GSEA Early Estrogen Genes, Figure S7A,B). This indicates that A-485 can also suppress promoter acetylation to repress gene expression. Additionally, A-485 treatment resulted in mRNA upregulation and increased H3K27ac peak intensity for a subset of genes (e.g., PPDPF and GDF15, Figure S7C,D). This suggests that inhibition of CBP/p300 catalytic function does not uniformly reduce global H3K27ac, possibly due to chromatin dynamics during the A-485 treatment period (see Discussion).

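At PPDPF, on chromosome 20, the intronic peak 212 bp from the TSS (63520853 to 63521053) held 68.5 normalized tags in DMSO and 244.7 in A-485, a log2 ratio of 1.84 (1.62 to 2.06). PPDPF lies beyond the step on chromosome 20, and its ratio stood at the 77.5th percentile of the Shared Peaks there. A Gained Peak of PPDPF at 1139 bp held 105.2 normalized tags. GDF15, which encodes a stress-induced cytokine of the TGF-beta family, had no DMSO peak and 1 Gained Peak of 58.7 normalized tags, in a non-coding transcript -21396 bp from the TSS (chromosome 19, 18364466 to 18364662). Of 126 genes upregulated by A-485 in the microarray data, 43 had peaks in DMSO, and 27 of their 68 peaks were Lost Peaks (39.7%, 28.9 to 51.6), at the 25.5th percentile of the matched random lists. Their 41 Shared Peaks had a median log2 ratio of 0.17 (-0.16 to 0.48; 74.1th percentile), and 18 of 58 A-485 peaks were Gained Peaks (31.0%, 20.6 to 43.8). After PPDPF the highest ratios at the strongest Shared Peak were those of ATP6V0C, a proton pump subunit gene (0.76), COX8A, a cytochrome c oxidase subunit gene (0.71), LOC100289511 (0.55), and HEATR6 (0.54). RNU6-7, a U6 snRNA symbol with peaks on chromosomes 14, 15 and X, had 5 Gained Peaks, 4 of them on X beyond the step, and a ratio of -1.26 at its strongest Shared Peak. PIP5K1A, a lipid kinase gene, had a Lost Peak of 98.2 and a Gained Peak of 115.1 normalized tags within its first kilobase. The lost share at these genes was 20.6% among peaks of at least 20 normalized tags (57.98th percentile; 67.08th with that threshold in both lists), 44.1% with at least 50% overlap (9.04th), and 23.5% and 22.1% with centres within 500 bp and within 1 kb counted as shared (2.65th and 14.1th).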

To further understand how A-485 impacts the chromatin states of key ER target genes underlying oncogenesis, we focused on the MYC and CCND1 loci because they contain defined ER-responsive enhancers (i.e., directly bound by ER) that are also occupied by p300 to control their expression in MCF-7 cells. Notably, A-485 reduces H3K27ac peak intensity at the MYC promoter as well as an upstream region that overlaps with the MYC enhancer [5] (Figure 6D,F). 

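MYC, which encodes the transcription factor c-Myc, lies on chromosome 8 from 127735434 to 127742951 on the plus strand. In the part of chromosome 8 drawn below, the DMSO list held 1 peak and the A-485 list held 2. The DMSO peak, intergenic and 66.0 kb upstream of the start of MYC (127669289 to 127669489), held 13.0 normalized tags (exact Poisson 95% interval 9.45 to 17.3) and was a Lost Peak; the nearest TSS in the annotation was that of CASC11, a long non-coding RNA gene. Both A-485 peaks were intronic in the annotation and Gained Peaks, 2214 bp from the TSS of MYC (127737550 to 127737746, 17.0 normalized tags, 12.4 to 22.6) and 2811 bp from it (127738147 to 127738343, 18.1 normalized tags, 13.4 to 23.9). No DMSO peak was called within MYC, and DMSO tags at the A-485 peaks are not part of the lists and were not analysed here.

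**Figure D3:**
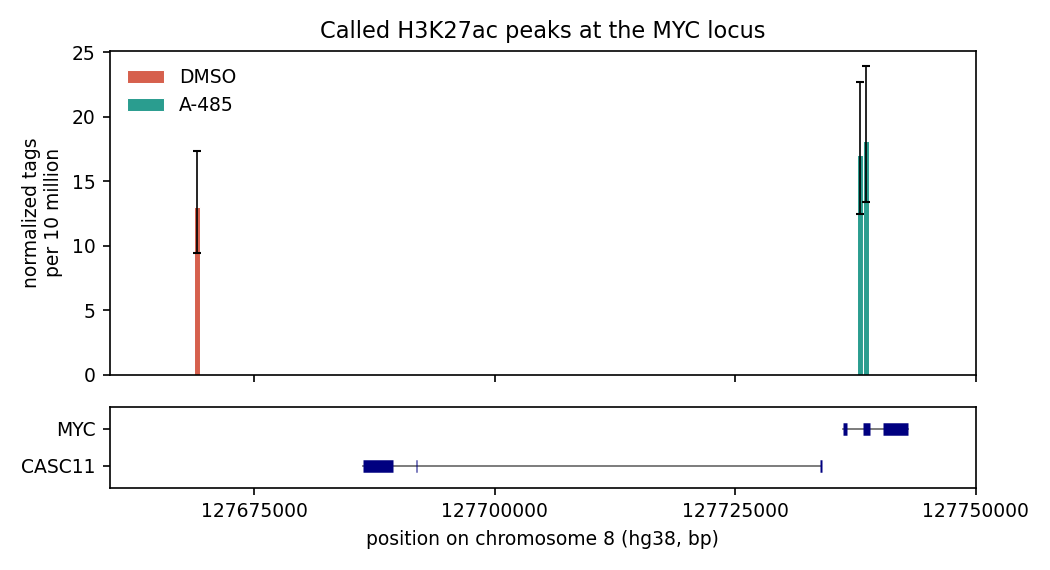
Called H3K27ac peaks at the MYC locus (horizontal axis, position on chromosome 8 in hg38) with their normalized tags per 10 M (vertical axis) in DMSO and A-485. Error bars are exact Poisson 95% intervals, bars are drawn wider than the peaks, and the exons of MYC and CASC11 stand below; the DMSO peak lies 66.0 kb upstream of MYC and both A-485 peaks lie within MYC.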

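CCND1, which encodes Cyclin D1, lies on chromosome 11 from 69641156 to 69654474 on the plus strand, and 3 peaks of its locus were called in both lists. The peak in an intron 613 bp from the TSS (69641618 to 69641818) held 70.2 normalized tags in DMSO and 71.6 in A-485, a log2 ratio of 0.03 (-0.25 to 0.31). The peak in the 3' UTR (69654021 to 69654221) held 18.7 normalized tags in DMSO and had a ratio of -0.58 (-1.22 to 0.04, an interval that includes 0). Just past the end of the gene, at the TTS (69655270 to 69655470), 22.7 and 14.4 normalized tags were found, a ratio of -0.66 (-1.25 to -0.09).

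**Figure D4:**
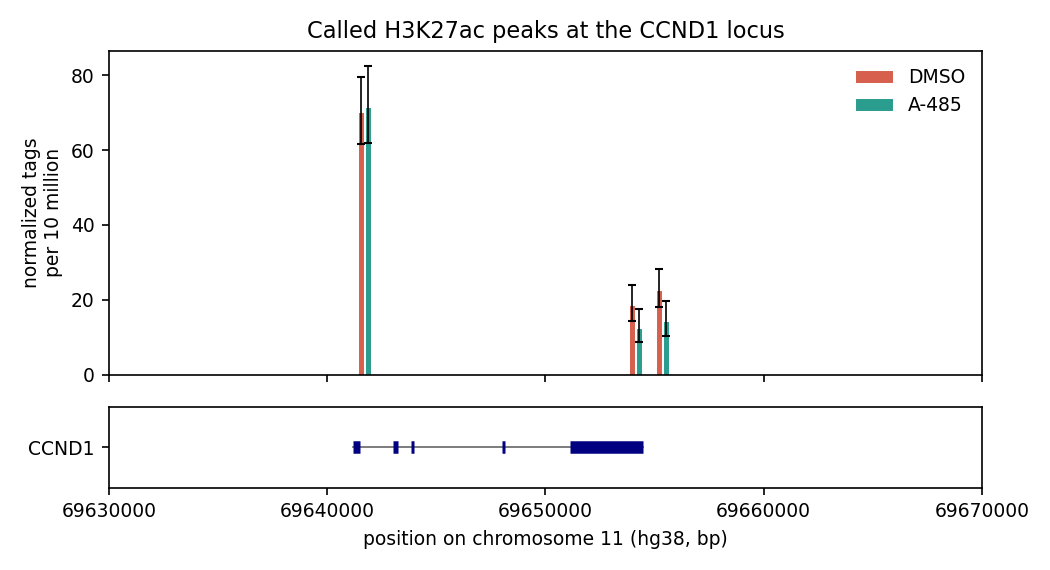
Called H3K27ac peaks at the CCND1 locus (horizontal axis, position on chromosome 11 in hg38) with their normalized tags per 10 M (vertical axis) in DMSO and A-485. Error bars are exact Poisson 95% intervals, bars are drawn wider than the peaks and side by side, and the exons of CCND1 stand below; the values are 70.2 and 71.6 near the TSS and 22.7 and 14.4 at the TTS.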

A-485 also reduces H3K27ac at a downstream CCND1 ER-responsive enhancer [75] (Figure 6E,F). Using ChIP-qPCR, we confirmed reduced H3K27ac at these regions (Figure 6G). These results collectively demonstrate that A-485 acts by suppressing H3K27ac at ER target genes, thereby downregulating their expression.

Since our findings indicate A-485 suppresses transcription through reduced enhancer acetylation, we next investigated whether the enhancers having reduced H3K27ac due to A-485 treatment are clinically significant through comparison of genes whose enhancers have reduced H3K27ac to upregulated genes in ER+ tumors (Figure S8). This analysis indicates that 27.7% (190/687) and 26.9% (185/687) of genes associated with enhancers with reduced H3K27ac in our ChIP-seq data are also known to be upregulated in luminal A and luminal B BC, respectively (Figure S8A). The Estrogen Response Early and Estrogen Response Late Hallmark Gene Sets are the top two enriched pathways for the overlapping genes (Figure S8A). These results suggest that A-485 could potentially inhibit transcription of highly expressed genes in luminal BC tumors through a reduction of H3K27ac associated with these genes. 

### 3.8. Pharmacological Inhibition of CBP/p300 Suppresses Cell Growth and Induces Senescence 

The potent downregulation of ER, c-Myc and Cyclin D1 by A-485 and GNE-049 in ER+ BC cells is expected to impair their growth and proliferation. In short-term treatment, A-485 and GNE-049 did not obviously reduce cell viability, indicating that these compounds do not acutely induce cell death (Figure 7A). Nonetheless, both GNE-049 and A-485 blocked cell proliferation in ER+ BC cells (Figure 7B). To assess long-term effects of these CBP/p300 inhibitors, we used clonogenic cell growth assays. Both compounds exhibited profound suppression of cell growth in all ER+ BC cell lines tested (Figure 7C). Long-term A-485 treatment is known to induce senescence in other cancer models [76]. Therefore, we investigated whether CBP/p300 inhibitors have a long-term effect on ER+ BC growth. Indeed, MCF-7 cells treated with A-485, GNE-049 and fulvestrant show marked long-term growth inhibition after drug washout (Figure 7D). A-485 upregulated expression of genes involved in senescence (e.g., ZFP36, EGR1, and GDF15 [77,78,79]) in our microarray data of A-485-treated MCF-7 cells (Figure 7E). Long-term A-485 treatment also increased β-galactosidase activity, a commonly used senescence marker, in MCF-7 cells (Figure 7F). These results suggest that pharmacological inhibition of CBP/p300 blocks cell proliferation through inducing senescence in ER+ BC.

## 4. Discussion

ER+ BC accounts for more than two-thirds of all BC cases and most BC deaths occur in ER+ BC. Tamoxifen, the standard-of-care therapy for ER+ BC, is met with resistance in 20–30% of patients [10,11,13]. Additional therapeutics, such as CDK4/6 inhibitors, are available for ER+ BC treatment. However, ~20% of patients exhibit de novo resistance to CDK4/6 inhibitors, and all patients ultimately develop resistance [19]. Thus, there is an urgent need for novel therapies to address these clinical concerns and to expand the repertoire of possible drug combinations that can be used in the clinic. 

ER-mediated oncogene expression is a major driver of tumor growth in ER+ BC [1,2,4,5,6,7]. Mechanistically, ER recruits co-activators to activate its target genes and these co-activators represent potential therapeutic targets [1,20,21,22,23,24,25]. CBP and p300 are two critical ER co-activators. In this study, we demonstrate that CBP/p300 are upregulated in ER+ BC. In analyzing the interactome of CBP/p300, we found that their binding partners involved in ER signaling are essential for ER+ BC growth and that these binding partners are upregulated in luminal A and B BCs. Significantly, the ER chromatin-binding sites largely overlap with those of CBP/p300 in the genome, indicating that ER recruits CBP/p300 to a majority of its binding sites [21,52]. Together, these results strongly imply that CBP/p300 is skewed towards regulating ER signaling versus other CBP/p300-regulated pathways in ER+ BC. Consequently, pharmacological inhibition of CBP/p300 likely strongly suppresses the growth of ER+ BC. 

Indeed, we observed that the CBP/p300 KAT inhibitor A-485 and their BD inhibitor GNE-049 impair the expression of specific oncogenes (e.g., ESR1, MYC, and CCND1) and A-485 globally suppresses ER signaling. Both A-485 treatment and EP300 genetic knockdown similarly repress estrogen-regulated genes, indicating that ER signaling ablation is an on-target effect of A-485. Mechanistically, our data show that A-485 suppresses H3K27ac at the enhancers of ER target genes, resulting in the downregulation of ER target gene expression. For example, A-485 potently reduces H3K27ac at the ER-responsive MYC and CCND1 enhancers in MCF-7 cells (Figure 6). Inhibition of these and other oncogenes likely underlies growth inhibition of ER+ BC cells by these inhibitors. 

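The highest ratios of A-485 to DMSO among Shared Peaks with at least 20 normalized tags in both lists lay near SNORD140, a small nucleolar RNA gene on chromosome 22 (41022315 to 41022515, intergenic; 20.4 normalized tags in DMSO and 151.3 in A-485, log2 ratio 2.89, 2.52 to 3.27), LINC00578 on chromosome 3 (2.78), LINC00317 and MIR99AHG on chromosome 21 (2.73 and 2.63) and LOC730668 on chromosome 22 (2.57). Of these, the intronic peak at LINC00578 (177619925 to 177620125) alone lies before the step on chromosome 20. Before the step, the next highest ratios, chosen after the values were seen, lay near MIR4268 (2.17), CD180 (2.10), LINC02288 (1.99) and KYNU, which encodes kynureninase (1.94). Of 1524 Shared Peaks with an increase of at least 2-fold on chromosomes 1 to 22 and X, 1185 (77.8%) lay from the step on, as did 1327 Gained Peaks (16.2% of all). The Gained Peaks with the most normalized tags lay near LOC100131496 (1803.4) and ZMYND8, which encodes a chromatin reader (1491.6 and 1479.8), and in PARD6B (725.9), all on chromosome 20. Ranks by normalized tags were not corrected for DNA copy number. The share of Gained Peaks was 27.0% (26.0 to 28.1) at promoter-TSS, 37.0% in introns and 47.8% in intergenic regions. Within 500 bp of the centre of a Gained Peak, 31.2% (30.2 to 32.2) had the centre of a DMSO peak.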

Of note, some regions of the genome display increased H3K27ac on A-485 treatment, which appears counterintuitive to A-485’s role as a KAT inhibitor. Although precisely why this occurs is unknown, we can speculate that A-485 treatment might render such genomic sites less susceptible to H3K27ac turnover, possibly due to altered HDAC recruitment. As a result, H3K27ac might be elevated at such sites in A-485 treated cells compared to cells exposed to DMSO. In this context, it is worth noting that treatment with the HDAC inhibitor MS-275 can decrease H3K27ac at many genomic sites instead of globally increasing acetylation as expected [80]. These results indicate that targeting epigenetic modifying enzymes does not uniformly affect all genomic sites. Further studies will be required to understand how chromatin dynamics impacts local/global effects of inhibitors targeting histone modifying enzymes, including CBP/p300.

Our findings show that CBP/p300 represent attractive therapeutic targets in ER+ BC and that specific inhibitors of CBP/p300 may be applicable for treating patients with ER+ BC. As upregulation of ESR1, MYC, and CCND1 is implicated in treatment resistance to endocrine therapies [15], downregulation of these oncogenes by CBP/p300 inhibitors suggests that these inhibitors may be useful in tumors that no longer respond to available therapies. Unfortunately, some CBP/p300 inhibitors, including A-485 and GNE-049, display poor drug properties in vivo. Improving the pharmaceutical properties of these compounds could facilitate clinical translation of pharmacological CBP/p300 inhibition. Additional medicinal chemistry optimization may lead to better drug candidates. For example, GNE-781 is a structural analog of GNE-049 that maintains inhibitory potency and selectivity for the CBP/p300 BD but is less-brain penetrant than GNE-049 [35]. This may make GNE-781 a safer alternative for future in vivo studies. 

## 5. Conclusions

In summary, our studies established the mechanism of action and phenotypic effects of the CBP/p300 KAT inhibitor A-485 in ER+ BC. A-485 potently inhibits ER target gene expression through downregulation of H3K27ac primarily at enhancers, resulting in inhibition of ER+ BC cell growth. Our findings provide a rationale for further preclinical and potential clinical studies of CBP/p300 inhibitors for treating ER+ BC.

## Figures and Tables

**Figure 1:**
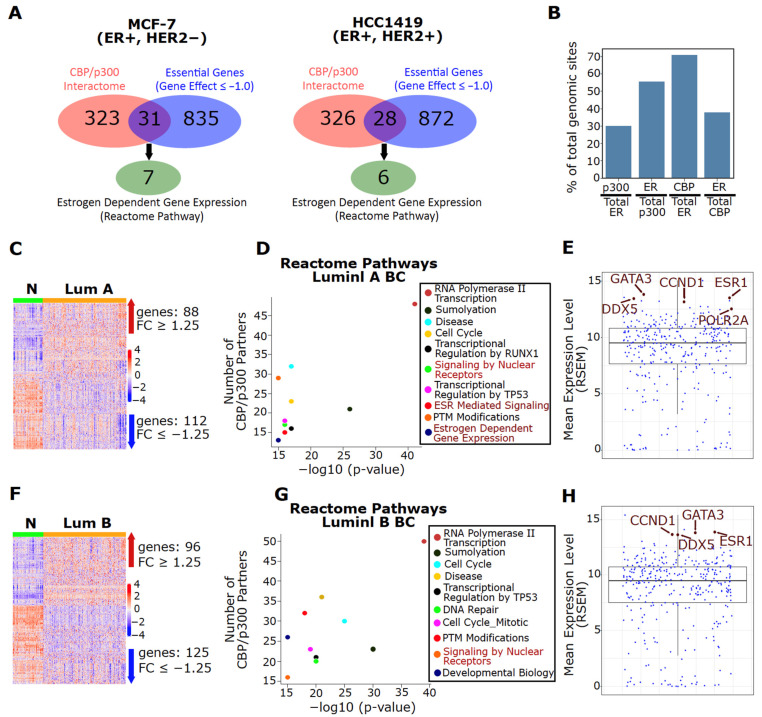
The CBP/p300 interactome is dysregulated in luminal BC and ER is a major interaction partner for both CBP and p300. (**A**) Few CBP/p300 binding partners are essential for ER+ BC growth. Essential CBP/p300 binding partners (gene effect score ≤ −1) were identified in ER+ MCF-7 and HCC1419 BC cells. (**B**) ER shares many chromatin-binding sites with p300 and CBP in MCF-7 cells. The shared binding sites are represented as a percentage of shared chromatin-binding sites of the two factors noted in each bar with respect to total binding sites of p300, CBP and ER (data from Zwart et al. [52] and Yi et al. [21]). (**C**,**F**) The CBP/p300 interactome is dysregulated in luminal A (panel **C**) and B (panel **F**) BC. Differentially expressed (q-value < 0.05, |FC| ≥ 1.25) CBP/p300 binding partners are visualized via heatmap for luminal A (**C**) and B (**F**) BC subtypes. Data are from TCGA [57]. (**D**,**G**) CBP/p300 binding partners involved in ER signaling are upregulated in luminal BC. CBP/p300-binding partners that are upregulated (|FC| ≥ 1.25, q-value < 0.05) in luminal A (panel **D**) and B (panel **G**) BC were analyzed for Reactome Pathway enrichment. The top statistically enriched pathways are shown and pathways in red are involved in ER signaling. (**E**,**H**) Partners involved in ER signaling are among the top 14 most highly expressed CBP/p300 partners in luminal A (panel **E**) and B (panel **H**) BC (data from TCGA). The mean expression of each CBP/p300-binding partner was plotted and gene symbols in brown are members of the Estrogen Dependent Gene Expression Reactome Pathway.

**Figure 2:**
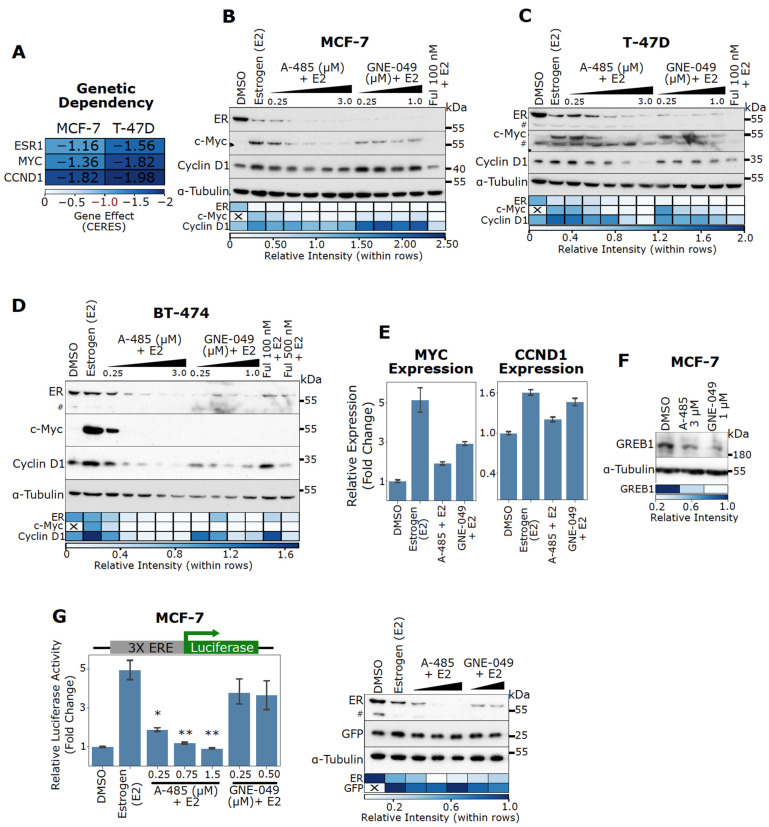
CBP/p300 KAT inhibitor A-485 and BD inhibitor GNE-049 downregulate ER protein levels and antagonize E2-stimulated activation of ER target genes MYC and CCND1. (**A**) ESR1, MYC, and CCND1 are essential in ER+ BC cells as determined by the Cancer Dependency Map. A Gene Effect of 0 is the median nonessential KO effect and -1 is the median essential KO effect. (**B**–**D**) CBP/p300 inhibitors potently reduce ER protein levels and antagonize E2-induced c-Myc expression in MCF-7 (**B**), T-47D (**C**), and BT-474 (**D**) cells. Cells were cultured in complete CSS medium, and then exposed to A-485 and GNE-049 for 24 h and E2 (1 nM) was added 6 h before cell lysis. ER, c-Myc and Cyclin D1 protein levels were assessed via immunoblotting. Densitometry quantification of the immunoblot bands are depicted below via heatmap. (**E**) Representative qPCR results for MYC and CCND1 expression in MCF-7 cells treated with E2 (1 nM), A-485 (750 nM), GNE-049 (250 nM) or their combination. Cells were cultured in complete CSS media and treated with CBP/p300 inhibitors for 24 h. E2 was added 4 h before lysis. Representative results of *n* = 2. Errors bars are SEM of two technical replicates. (**F**) A-485 and GNE-049 reduce GREB1 expression. MCF-7 cells were treated with A-485 and GNE-049 for 24 h in complete media and GREB1 protein levels were detected by immunoblotting. Densitometry quantification of the immunoblot bands are depicted below via heatmap. (**G**) A-485 potently blocks E2-activation of an ERE luciferase reporter. MCF-7 cells were transfected with a 3X ERE luciferase reporter plasmid and GFP. Cells in complete CSS media were exposed to varying doses of A-485 and GNE-049 for 24 h. E2 (1 nM) was added 6 h before cell lysis and luciferase activity was measured. A representative immunoblot is shown to the right for ER and GFP expression (representative of *n* = 3). Densitometry quantification of the immunoblot bands are depicted below via heatmap. Hashtags (#) denote non-specific band in immunoblots in panels C, D and G. In the bar graph in panel G, *: *p* < 0.05; **: *p* < 0.005 (Student’s *t*-test, *n* = 3).

**Figure 3:**
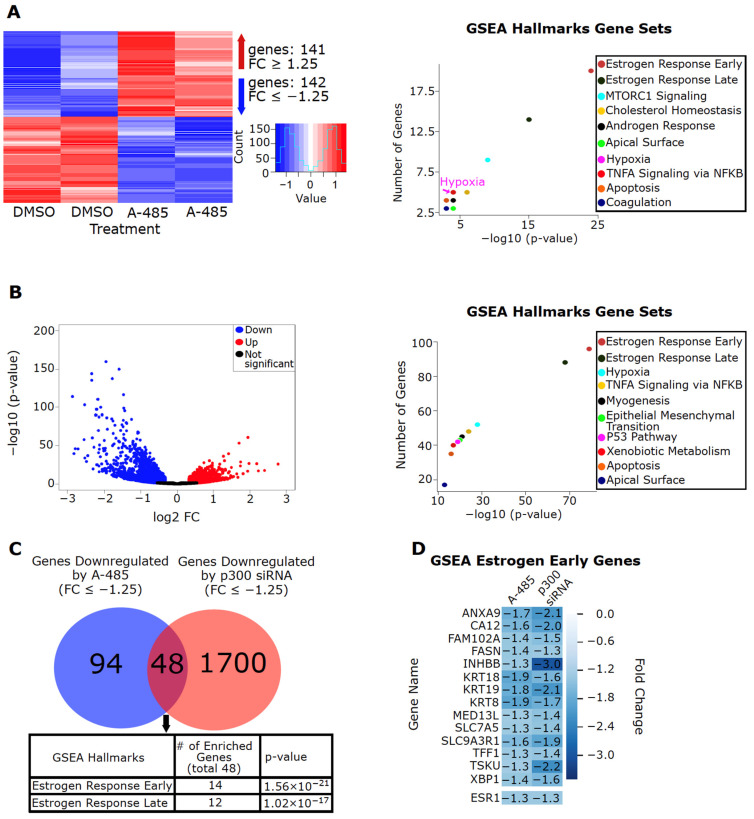
p300 is critical for the expression of estrogen-regulated genes in MCF-7 cells. (**A**) A-485 downregulates expression of estrogen-regulated genes in MCF-7 cells. Global gene expression in MCF-7 cells treated with A-485 (3 µM) for 24 h was analyzed using microarray. A-485 upregulates 141 genes (FC ≥ 1.25, *p* < 0.05) and downregulates 142 genes (FC ≤ −1.25, *p* < 0.05). The downregulated genes were analyzed for their involvement in biological pathways using GSEA Hallmarks Gene Sets. The top statistically enriched pathways are shown (right). (**B**) Genetic depletion of EP300 via siRNA downregulates expression of estrogen-regulated genes in MCF-7 cells. The log2 FC of all differentially expressed genes (*p* < 0.05) are shown. The downregulated genes were analyzed for their involvement in biological pathways using GSEA Hallmarks Gene Sets. The top statistically enriched pathways are shown (right). (**C**) CBP/p300 KAT inhibitor A-485 and EP300 genetic depletion impair ER signaling similarly. The genes repressed by A-485 in (**A**) were compared to the genes downregulated by EP300 genetic depletion (**B**). Genes downregulated by both were analyzed for their involvement in biological pathways using GSEA Hallmarks Gene Sets. The top statistically enriched pathways are shown below. (**D**) Members of the GSEA Estrogen Early Hallmark Gene Set downregulated by both A-485 and EP300 genetic depletion are shown with their respective fold changes.

**Figure 4:**
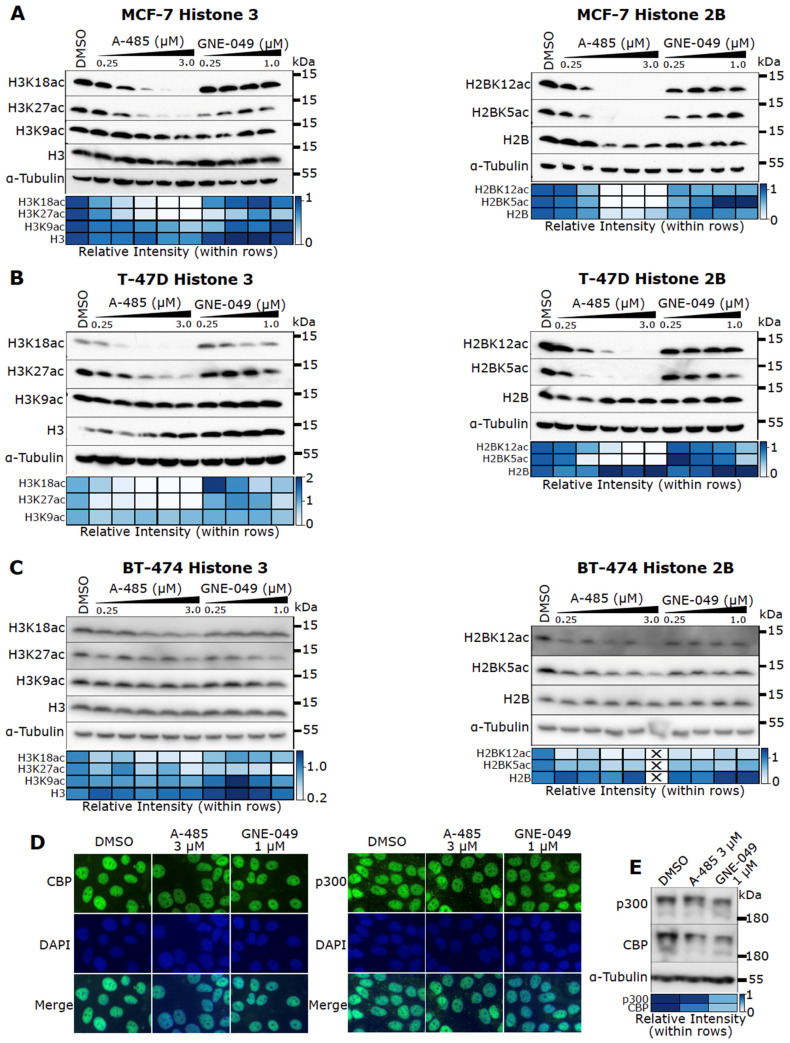
Inhibition of specific histone acetylation by A-485 and GNE-049 in ER+ BC cells. (**A**–**C**) MCF-7 (**A**), T-47D (**B**), and BT-474 (**C**) cells were treated with A-485 and GNE-049 for 24 h before cell lysis. Acetylation at specific H3 (left) and H2B sites (right) were probed via immunoblotting. Densitometry quantification of the immunoblot bands is depicted below via heatmap. (**D**) A-485 and GNE-049 do not alter CBP/p300 subcellular location. MCF-7 cells were treated with A-485 and GNE-049 for 48 h and subjected to immunofluorescence microscopy with antibodies against p300 and CBP. Nuclei are counterstained with DAPI. Representative images are shown. (**E**) MCF-7 cells were treated with A-485 and GNE-049 for 24 h before cell lysis. p300 and CBP protein levels were probed via immunoblotting. Densitometry quantification of the immunoblot bands is depicted below via heatmap.

**Figure 5:**
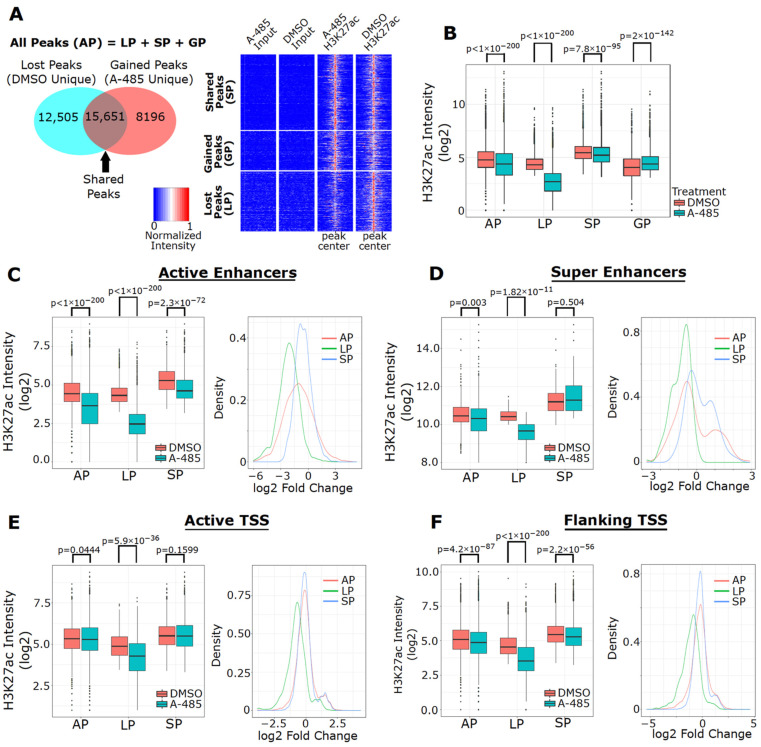
A-485 preferentially suppresses H3K27ac at enhancers. (**A**) Venn diagram of the number of H3K27ac peaks detected in four peak types (All Peak (AP), Lost Peak (LP), Gained Peak (GP) and Shared Peak (SP)) in MCF-7 cells treated with A-485 (3 µM) for 24 h (left). Heatmaps depicting normalized H3K27ac peak intensity (at peak center ± 3 kb) in Lost, Gained and Shared peaks are shown (right). (**B**) Boxplots of H3K27ac peak intensity for DMSO and A-485 in each of the peak types. Boxplots of H3K27ac peak intensity in MCF-7 cells treated with A-485 or DMSO (left) and fold-changes of H3K27ac (right) at active enhancers (**C**), super enhancers (**D**), active TSSs, (**E**) and flanking TSSs, (**F**) in each of the peak types.

**Figure 6:**
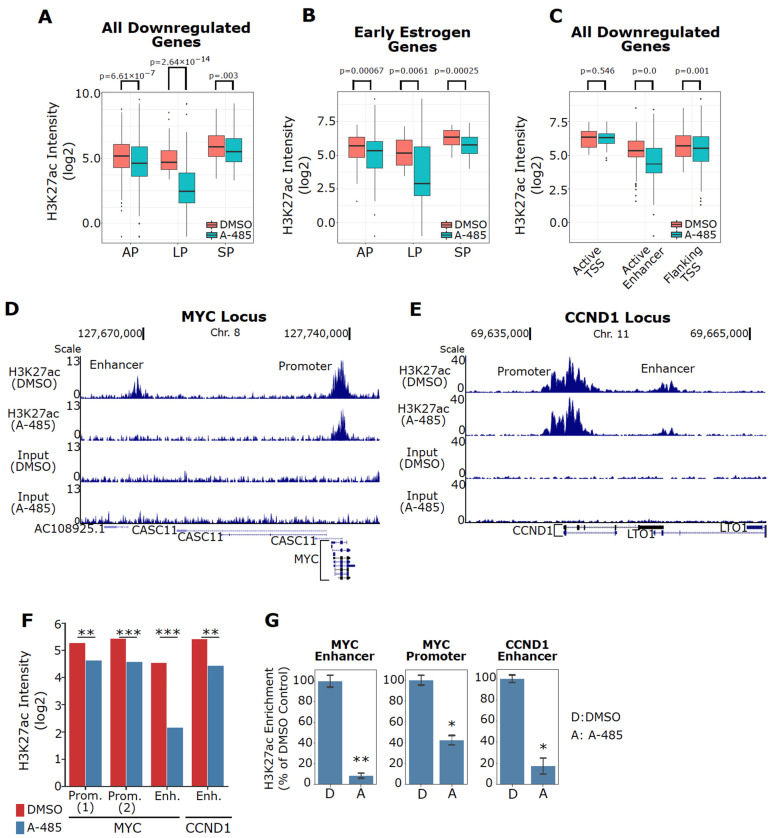
Specific inhibition of H3K27ac at ER target genes by A-485. (**A**) A-485 reduces H3K27ac intensity at the genes downregulated by A-485 in MCF-7 cells. (**B**) A-485 specifically reduces H3K27ac levels at estrogen-regulated genes that are repressed by A-485. The estrogen-regulated genes are from the members of the GSEA Estrogen Early Hallmark Gene Set. (**C**) A-485 reduces H3K27ac at active enhancers associated with transcriptionally downregulated genes identified in the microarray dataset (Figure 4A) in MCF-7 cells. (**D**,**E**) A UCSC genome browser track for the MYC (**D**) or CCND1 (**E**) locus. A-485 reduces H3K27ac at the MYC promoter and an ER-responsive upstream enhancer (**D**), while inhibiting H3K27ac at a CCND1 ER-responsive downstream enhancer (**E**) in MCF-7 cells. (**F**) Fold changes of H3K27ac intensity of ChIP-seq peaks associated with the MYC promoter (Promoter Peak 1 and Peak 2), MYC Enhancer, and CCND1 enhancer. (**G**) Validation of A-485-mediated inhibition of H3K27ac at the MYC promoter, MYC enhancer and CCND1 enhancer in MCF-7 cells, as measured by ChIP-qPCR (*n* = 2). *: *p* < 0.05; **: *p* < 0.005; *** *p* < 0.0005 (Poisson regression model by HomeR in panel **F** and Student’s *t*-test in panel **G**).

**Figure 7:**
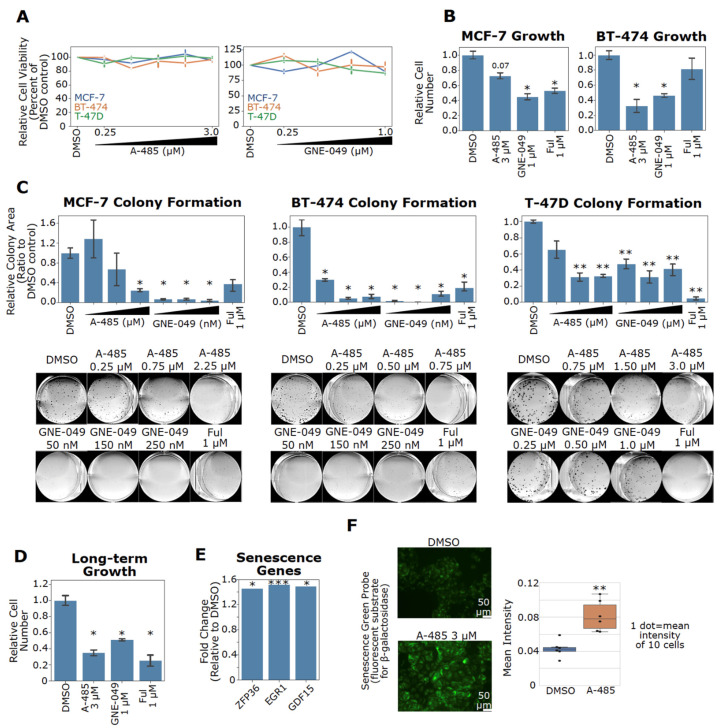
CBP/p300 inhibitors A-485 and GNE-049 suppress cell growth and induce senescence of ER+ BC cells. (**A**) CBP/p300 inhibitors do not acutely reduce cell viability in ER+ BC cells. MCF-7, T-47D, and BT-474 cells were treated with A-485 and GNE-049 at the indicated concentrations for 96 h. Cell viability was measured with Cell-TiterGlo. (**B**) CBP/p300 inhibitors block cell proliferation in ER+ BC cell lines. MCF-7 and BT-474 cells were treated with the indicated concentrations of A-485 and GNE-049 for 8 days. Cell numbers were then counted and the relative cell numbers are shown (normalized to the DMSO control, *n* = 3). (**C**) CBP/p300 inhibitors potently suppress colony formation in ER+ BC cell lines. MCF-7, BT-474 and T-47D cells were treated with the indicated concentrations of A-485 and GNE-049. Colonies were allowed to grow for between 2–3 weeks. Colony area was measured by ImageJ plugin ColonyArea and normalized to the DMSO control (*n* = 3). Representative colony images for each cell line are shown below. (**D**) Long-term CBP/p300 inhibition retards cell growth after drug washout. MCF-7 cells were treated as in (**B**) for 8 days. Cells were then counted, re-seeded and allowed to grow for 9 days in the absence of drugs. The relative growth of drug treated cells vs DMSO control from three independent experiments (*n* = 3) is plotted. (**E**) A-485 upregulates senescence-associated genes in MCF-7 cells. Data are from the microarray experiment. Fold changes of these genes are plotted. (**F**) A-485 induces senescence in MCF-7 cells. MCF-7 cells were treated with A-485 for 8 days. Cells were then counted and re-seeded in 96 well plates. At 24 h after reseeding, cells were stained for β-galactosidase activity and mean intensity of staining was quantified. Representative images of two independent experiments (*n* = 2) are shown. In the bar graph in panel G, *: *p* < 0.05; **: *p* < 0.005; ***: *p* < 0.0005 (Student’s *t*-test).

## Data Availability

Microarray and ChIP-sequencing datasets generated in the study are available in the Gene Expression Omnibus (NCBI GEO). Microarray data (accession #GSE172175) and ChIP-seq data (accession #GSE172174).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13112799/s1. Figure S1: CBP/p300 are positively correlated in BC cell lines/tumors and are upregulated in ER+ BC tumors, Figure S2: ESR1 is among the top 10 most highly expressed CBP/p300 partners in luminal BC, as measured by mean rank, Figure S3: MYC and CCND1 expression negatively correlate with relapse-free survival of patients treated with endocrine therapy, Figure S4: A-485 and EP300 genetic knockdown commonly repress ER target genes in MCF-7 cells, Figure S5: A-485 and EP300 KD reduce expression of genes that are upregulated in luminal BC, Figure S6: ChromHMM Analysis in MCF-7 cells, Figure S7: A-485 reduces H3K27ac at ER target genes but increases H3K27ac at a subset of genes, Figure S8: A-485 reduces H3K27ac at active enhancers associated with genes that are upregulated in luminal BC, File S1: list of primers used in qPCR, File S2: Raw western blot images.

How the deposited data were processed for this re-analysis (not part of the article)

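H3K27ac, a histone mark of active promoters and enhancers, was measured by ChIP-seq in MCF-7 cells treated for 24 h with DMSO or with 3 µM A-485, with 2 replicates and 2 input libraries per treatment. By the methods of the paper and the submitters' notes, the authors checked reads with FastQC, aligned them to hg38 with Bowtie2, removed duplicates with SAMtools and merged the replicates. They called peaks with HomeR (HOMER) against input and annotated each peak to the nearest TSS. The sources used here give no versions of these programs. The deposited files hold 1 peak list per treatment, and the signal of a peak is the authors' normalized tags per 10 M reads of the merged library.

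The value of 1 tag was recovered from the spacing of the values, and library totals were 34.7 M tags in DMSO and 27.1 M in A-485. At the smallest called peaks, 19 and 16 tags, counting error is large, and no value below the authors' threshold is listed. Exact Poisson intervals of single peaks and exact binomial intervals of single ratios, at 95%, give this precision. Each treatment was 1 pooled library, so treatments were described by shares with Wilson intervals and medians with order-statistic intervals over peaks, and no test was made between them.

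Peaks of the 2 lists were compared by overlap of at least 1 bp, checked with bedtools 2.31.1. Calculations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, figures Matplotlib 3.10.9, and gene models GENCODE 44. Intron and intergenic peaks were taken from the authors' annotation, and distal peaks, as in the super-enhancer-like regions, were those more than 2.5 kb from a TSS. The lost share of intron and intergenic peaks at promoter heights was averaged over 10 bins of DMSO normalized tags. Super-enhancer-like regions joined DMSO peaks more than 2.5 kb from a TSS within 12.5 kb. GC content and motifs were read in the reference within 500 bp of each peak centre.

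Genes came from Table S2 of the paper (142 downregulated and 141 upregulated entries, 136 and 126 symbols) and from 16 lists set before the files were seen, 1 of them the genes the paper names for this experiment and the others written from general knowledge. Each list was compared with 10000 random lists of as many genes, matched on summed tags in 20 bins. These were DMSO tags for lost shares and ratios. For gained shares they were A-485 tags, those of Gained Peaks included. Peak class was not matched. Names in the text follow a rule set before the data were examined: every gene the paper names for this experiment; of the downregulated genes, the 10 with the most Lost Peaks and the 5 with the lowest ratio at their strongest Shared Peak; and of the upregulated genes, the 5 with the most Gained Peaks and the 5 with the highest such ratio. The rule adds up to 4 genes per list, 2 by Lost Peaks and 2 by their strongest Shared Peak, the 5 highest Lost and Gained Peaks, the 5 lowest and highest ratios among Shared Peaks of at least 20 normalized tags, and the 10 super-enhancer-like regions of highest rank. Other peaks of these genes, and the genes marked so, were chosen after their values were seen.

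Alternatives set before the data were examined were overlap of at least 50% of the shorter peak, peak centres within 500 bp, a threshold of 20 normalized tags in both lists or in 1 list, chromosomes 1 to 22 and X, centring on promoter-TSS peaks, the sum over all overlapping peaks, promoters and distal peaks by distance to the TSS (1 kb and 2.5 kb), a limit of 50 kb between peak and gene, joining within 5 kb, ranking over all positions, and 5 bins. Added after the data were examined were centres within 1 kb, leaving out the genome from the step on chromosome 20 on, and tags with no scaling. The procedure was tested on simulated data with 20860 DMSO peaks, where 13 of 13 checks came within tolerance. The ChromHMM states, the comparison with tumour expression and read coverage outside called peaks were left out, since the deposited lists do not hold them.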

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

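The tests of genome order, of position shift for Gained Peaks and of peak height were chosen after the results were seen. So were the arguments on a response of only some genes beyond the step and on the number of peaks at upregulated genes. The other tests were chosen before.

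A signal in peaks that the paper does not discuss as a group came up: from a point inside chromosome 20 to the end of chromosome X, Shared Peaks such as those of NCOA3, AURKA (log2 ratio 1.75) and PPDPF had a median log2 ratio of 1.44 (95% interval 1.399 to 1.47). On chromosome 20 the median was 0.15 (-0.03 to 0.29) before the point and 1.34 after it, and it was 1.43, 1.39 and 1.53 on chromosomes 21, 22 and X.

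For this step, GC content of the peaks is argued against, since the difference of the medians was still 1.31 over GC bins, with 0.71 to 1.60 in single bins. Handling of reads in genome order, with part of 1 library missing or doubled, is a candidate explanation: peaks of unplaced sequence, which follow X in the reference, had a median of 1.04 (0.53 to 1.54, 23 peaks). A response of only some genes there to A-485 is argued against. From the step on 93.5% of Shared Peaks were higher in A-485, against 54.9% before it. Medians from the step on were 1.57 at promoter-TSS and 1.25 at intron and intergenic peaks. For a response of nearly all genes there, the microarray showed no excess. Genes on chromosomes 20, 21, 22 and X were 7.80% of upregulated and 8.45% of downregulated entries (Fisher p 1). All of chromosome 20 was counted, and so few entries cannot settle it.

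Of the A-485 peaks, 34.4% overlapped no DMSO peak, such as those of APPBP2 and NR4A2. A shift of the called position within a shared region may account for part of them, since 55.5% of Gained Peaks had a DMSO peak centre within 1 kb, against 4.38% after a move by 50 kb. The upregulated microarray genes had 58 A-485 peaks in all, 18 of them Gained Peaks. By their number alone these genes could not be the source of most of the 8196 Gained Peaks, whatever A-485 did there. Whether new acetylation was more common at these genes is not settled. Their gained share stood at the 23.9th percentile of random lists matched on summed A-485 tags. This lay below the 50th percentile, the bound set against a higher share at these genes, but the interval, 20.6% to 43.8%, is wide.

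Lost Peaks were more common among intron and intergenic peaks than at promoter-TSS peaks, by 26.5 percentage points. Lower height is argued against as the whole cause, since 14.1 points (12.9 to 15.3) remained at equal heights, and so is a shift of position, with 30.7 points when centres within 500 bp counted as shared. GC content (11.1 points left, 9.71 to 12.4) and height with GC content (7.47 points left, 6.21 to 8.72) each left a smaller gap and stay open: the GC value lay above the bound of 10 points set against it, but its interval reached below that bound, and the joint value lay between the bounds of 5 and 10 points. An effect of A-485 that is larger at enhancers could give the remaining gap, and the pooled libraries give no test of it.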

How the results depend on the processing

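The settings with centres within 1 kb, without the genome from the step on, without scaling, and with only the higher peaks of the same super-enhancer-like regions were chosen after the results were seen.

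No paired analysis was possible because the authors merged the replicates before calling peaks, and for the same reason no replicate could be left out. Of the comparisons under alternatives set beforehand, 40 of 80 gave the same result, 37 moved and 3 reversed; of those added later, 7 of 29, 19 and 3. For other gene lists 13 of 15 and 35 of 45 gave the same result. A result was the same when it stayed within the interval of the setting used at the claims. For the number of Shared Peaks the limit was a factor of 1.5. These counts do not measure robustness, since some outcomes were nearly fixed. The restriction to chromosomes 1 to 22 and X kept 28126 of 28156 DMSO peaks, and centring lowered every log2 ratio by the same 0.14. The lost share was higher for intron and intergenic than for promoter-TSS peaks in all 9 settings run, by 6.71 to 43.1 points. Restriction to chromosomes 1 to 22 and X, the sum over overlapping peaks and 5 bins moved none of the results they were run on. With the limit of 50 kb, values stayed within their intervals, but at downregulated genes the median ratio changed sign (0.04 to -0.036; 45.6th to 9.10th percentile) and the lost share went from the 65.1th to the 87.0th percentile. For the values below the cause was not tested.

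With at least 50% overlap, lost and gained shares were 52.9% and 44.4%, and lost shares 37.2% at promoter-TSS, 61.9% at intron and intergenic peaks, 52.6% at downregulated genes and 40.1% in super-enhancer-like regions. With centres within 500 bp, the same values were 35.5%, 23.6%, 16.3%, 47.0%, 36.5% and 26.1%, with 23.5% at upregulated genes.

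With at least 20 normalized tags in both lists, 7176 peaks were shared, lost and gained shares were 32.6% and 39.7%, and lost shares 25.6% at promoter-TSS, 39.8% at intron and intergenic peaks and 25.9% in super-enhancer-like regions. Median log2 ratios were 0.17 at Shared Peaks, 0.17 at promoter-TSS and 0.15 at intron and intergenic peaks. With that threshold in 1 list against the whole other list, 8588 peaks were shared, the shares were 19.4%, 23.3%, 16.1%, 22.8% and 17.6%, and lost shares at downregulated, upregulated and estrogen-response genes 30.1%, 20.6% and 30.0%. With a threshold, super-enhancer-like regions were made anew from the peaks left, 85 peaks in all; among the 344 peaks of at least 20 normalized tags in the regions used at the claims, 27.0% were lost. Downregulated genes stood, with the threshold in 1 list, at the 98.55th percentile of matched random lists, and at the 98.49th (43.4% lost) with the threshold in both lists, against the 65.1th in the setting used at the claims. Upregulated genes stood between the 2.65th (centres within 500 bp) and the 67.08th percentile (threshold in both lists), against the 25.5th.

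Centred on promoter-TSS peaks, the median ratio was -0.022 at Shared Peaks and -0.060 at intron and intergenic peaks, both reversed, and 0.00 at promoter-TSS by construction. By distance to the TSS, promoter and distal lost shares were 24.8% and 67.9%, with median ratios 0.16 and -0.041, the latter reversed. Joining within 5 kb gave a lost share of 26.8% in super-enhancer-like regions, and ranking over all positions 27.1%.

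Without the genome from the step on, lost and gained shares were 45.9% and 32.9%, lost shares 56.1% at intron and intergenic peaks (43.2% at promoter heights) and 39.5% in super-enhancer-like regions made anew, and median ratios 0.063 at Shared Peaks, 0.093 at promoter-TSS and 0.011 at intron and intergenic peaks. With centres within 1 kb, lost and gained shares were 29.5% and 15.3%, and lost shares 7.25% at promoter-TSS, 41.6% at intron and intergenic peaks (28.8% at promoter heights), 33.3%, 22.1% and 41.7% at downregulated, upregulated and estrogen-response genes and 17.8% in super-enhancer-like regions. Without scaling, median ratios were -0.24 at Shared Peaks, -0.22 at promoter-TSS and -0.28 at intron and intergenic peaks, all 3 reversed, and -0.32 at downregulated genes.

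Depth limits the low peaks: 83.5% of Lost Peaks held fewer than 20 normalized tags, and their median was 10.7, where the smallest called peak had 5.47.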

Differences from the paper's values

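The settings without scaling, with such tags divided by 2 and without the genome from the step on were chosen after the values were seen; the other alternatives were set before the data were examined. The numbers of peaks matched the paper's at an overlap of 1 bp, which the paper does not state.

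The paper's difference of the median log2 intensities of Shared Peaks, A-485 minus DMSO, was about -0.3 in Fig. 5B, read by eye, against 0.10 here. It differed under every alternative set beforehand that was run on it: 0.14 with at least 50% overlap, 0.13 with centres within 500 bp, 0.20 with at least 20 normalized tags in both lists and 0.10 on chromosomes 1 to 22 and X. Without scaling to the library totals, a setting chosen after seeing the values that drops no called peak, it was -0.26, which falls within the paper's, and without the genome from the step on it was -0.01.

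Median log2 intensities in the paper were about 4.4 for Lost Peaks in DMSO, about 5.5 for Shared Peaks in DMSO, about 5.2 for Shared Peaks in A-485 and about 4.4 for Gained Peaks in A-485 (Fig. 5B, read by eye), against 3.42, 4.43, 4.54 and 3.89 here. With at least 20 normalized tags in both lists, Shared Peaks in A-485 had 5.25, which did not differ from the paper's, while the other 3 values differed under that setting too. All 4 differed with at least 50% overlap, with centres within 500 bp and on chromosomes 1 to 22 and X. Without scaling, the values were 5.22, 6.23, 5.97 and 5.33, and with those tags divided by the 2 merged replicates, a scale chosen after seeing the values that drops no called peak, 4.22, 5.23, 4.97 and 4.33, of which the last falls within the paper's and the other 3 lie below it by 0.18 to 0.27.

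At MYC, log2 intensities in the paper were about 4.5 at the enhancer in DMSO and about 4.6 at each of 2 promoter peaks in A-485 (Fig. 6F, read by eye), against 3.70, 4.09 and 4.18 here, 5.497, 5.53 and 5.62 without scaling, and 4.497, 4.53 and 4.62 with those tags divided by 2, a scale chosen after seeing the values that drops no called peak and on which all 3 fall within the paper's. That the promoter peaks of the figure are the A-485 peaks within MYC is an assumption, and no alternative set beforehand was run on these values.

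The paper states that intensity over all peaks fell with A-485, with a small effect at Shared Peaks. Here medians over all called peaks were 15.8 and 19.9 normalized tags over unlike sets of 28156 and 23847 peaks, where the paper counted reads of both libraries at each region, and A-485 values at Lost Peaks were not at hand. The median ratio at Shared Peaks was 0.12, while 12505 peaks were called in DMSO only against 8196 in A-485 only. The paper states a fall at active enhancers and super enhancers. Here the median ratio was 0.08 at shared intron and intergenic peaks and -0.10 in super-enhancer-like regions, with 54.2% and 34.7% of peaks lost, and 27.8% at promoter-TSS. The first median was -0.06 centred on promoter-TSS peaks, -0.04 for peaks more than 2.5 kb from a TSS and -0.28 without scaling, and in super-enhancer-like regions before the step the median was -0.28. These groups are not the paper's ChromHMM states.

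For downregulated genes the paper states decreased intensity overall, with a strong fall at Lost Peaks. Here 113 of 249 peaks were lost (65.1th percentile of matched random lists), and 30.1% of those with at least 20 normalized tags (98.55th). The median ratio at Shared Peaks alone was 0.04, with the other sign within 50 kb of the TSS (-0.04), centred on promoter-TSS peaks (-0.10), without the genome from the step on (-0.04) and without scaling (-0.32). At the MYC promoter the paper states a fall, from fold changes of ChIP-seq intensity (Fig. 6F) and from ChIP-qPCR (Fig. 6G). Here the DMSO list held no peak within MYC and the A-485 list held 2. DMSO tags at uncalled positions are not in the lists, so this neither bears out the fall nor speaks against it. The paper states a fall at the upstream MYC region and a downstream CCND1 enhancer. Here the upstream MYC peak was lost, and the CCND1 peak past the gene end was lower in A-485 (-0.66). At INHBB and CA12 the paper states a fall at the TSSs. Here intronic peaks 795 and 1849 bp downstream were lower (-0.88 and -0.87), but the INHBB promoter-TSS peak, of 14.4 normalized tags, was a Gained Peak. DMSO tags at that position are not in the lists, so its direction of change is not known. For GDF15 the paper states an increase, and here its only peak, -21396 bp from the TSS, was a Gained Peak. PPDPF was higher too (1.84), but it lies beyond the step on chromosome 20, where the median ratio was 1.44.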

Other observations

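The sequence motifs, and the settings with centres within 1 kb and without the genome from the step on, were chosen after the other results were seen, and the gene lists were set before the data were examined. A ratio given at a gene is that of its strongest Shared Peak in DMSO unless stated. The random lists were not matched on peak class. Intron and intergenic peaks were 99 of 113 at luminal transcription factor genes, 17 of 36 at cell cycle genes and 31 of 47 at keratin and epithelial adhesion genes.

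Luminal transcription factor genes had 62 Lost Peaks of 113 (54.9%, 94.0th percentile of matched random lists), and 41 of their 51 Shared Peaks were higher in A-485, with a median log2 ratio of 0.69 (0.32 to 0.87; 99.9th percentile). At genes of sterol and fatty acid synthesis, 21 of 63 peaks were Lost Peaks (33.3%), with a median ratio of -0.14 (-0.38 to 0.19; 2.61th percentile), 22 Shared Peaks lower and 20 higher, and a median of 0.22 at promoter-TSS peaks. INSIG1, which restrains sterol synthesis, had 4 Shared Peaks, all lower in A-485 (strongest -1.47), and the strongest Shared Peaks of DHCR7 (-0.87) and HMGCR (-0.51), both cholesterol synthesis enzyme genes, and of ACSL3 (-0.63), an acyl-CoA ligase gene, were lower too, but the promoter-TSS peak of HMGCR (0.29) and 2 of 6 Shared Peaks of ACSL3 were higher.

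Cell cycle genes had 8 Lost Peaks of 36 (22.2%, 1.41th percentile), and 26.7% (5.38th) without the genome from the step on. E2F2 lost both of its peaks, and CDK6, with 3 Gained Peaks, lost 3 of 5. Keratin and epithelial adhesion genes had 12 of 47 (25.5%, 1.53th percentile; 21.3% and 17.6th with centres within 1 kb), with CDH1 at a ratio of 0.12, ESRP1 at 0.10 and DSP at 0.70 at their strongest Shared Peaks. Immediate early and AP-1 genes had 15 of 43 (34.9%) and a median ratio of -0.15 (9.05th percentile), with FOS at -0.64, FOSB at -0.08, KLF6 at -0.34, EGR1 at -0.21 and ZFP36 at 0.06. For p53 targets and senescence genes, 18 of 40 peaks were lost (45.0%), with 5 of 7 at GADD45B, 2 of 2 at SESN1 and a ratio of 0.38 at MDM2. GADD45B and SESN1 also had 3 Gained Peaks each.

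Genes of acetyltransferases, deacetylases and readers had 19 Lost Peaks of 45 (42.2%) and a median ratio of 0.30 (95.1th percentile), with BRD2 at 0.66, NCOA2 at -0.06 and HDAC7 at 0.09. EP300, beyond the step, had a Lost Peak of 23.3 and a Gained Peak of 84.9 normalized tags. Ribosomal protein and housekeeping genes had 13 Lost Peaks of 41 (31.7%) and a median ratio of 0.36 (97.6th percentile). Without the genome from the step on, the median was 0.22 (93.8th percentile). Ratios were 0.64 at UBC, 0.22 at PPIA and -0.26 at RPLP1. RPS6 lost 2 of 2 peaks and had 2 Gained Peaks. Proteasome and oxidative phosphorylation genes had 10 Lost Peaks of 32 (31.3%), with ratios of -0.06 at PSMD8 and 0.08 at ATP5MC1. PSMA1 lost 3 of 3 peaks and had 2 Gained Peaks. With no scaling to the library totals, log2 ratios are lower by 0.36, so the median of the acetyltransferase list and the ratios between 0 and 0.36 given here change sign, and that of the ribosomal list is 0.

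Genes of the NF-kB and interferon response had 16 Lost Peaks of 36 (44.4%), with ratios of 0.99 at NFKBIA and 0.38 at NFKB1. At IRF1 the strongest Shared Peak, 39453 bp from the TSS, had -0.51 (-1.16 to 0.12), while the other 4, with 0.22 at the promoter-TSS peak, were higher in A-485. Hypoxia genes had 20 of 51 (39.2%), with LDHA at 0.77, NDRG1 at 0.29, ENO1 at 0.10 and STC1 at -0.08. Metallothionein genes had 5 of 6 (83.3%), at MT1X and MT2A (with 1 Gained Peak each) among others. Basal and mesenchymal markers had 14 of 22 (63.6%), with ITGB4 at -2.00, TP63 at -0.62, ZEB1 at -0.13 and CDH3 at 0.07, where its other 2 Shared Peaks were lower. Genes taken as silent in breast epithelium had 8 of 9 (88.9%), with all 4 peaks of TNNT2 and the peak of PRM1 lost and SLC17A7 at -1.19. The genes the paper names had 10 of 29 (34.5%).

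Of the downregulated genes in Table S2, HACD3 had a ratio of -0.68, TSKU, a secreted proteoglycan gene, 0.40, and ENPP1, an ectonucleotidase gene, -0.31 at their strongest Shared Peaks. Another Lost Peak of high rank lay near SUMO1P1 (253.6 normalized tags).

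Among DMSO peaks more than 2.5 kb from a TSS, 72.4% of 406 with an estrogen response element (67.9 to 76.5) and 67.8% of those without were Lost Peaks. The shares were 69.3% and 67.4% for the FOX motif, 65.7% and 68.7% for AP-1, 53.1% and 68.0% for GRHL and 52.3% and 68.1% for CTCF. At the heights of Shared Peaks the direction turned for FOX, which lay at 27.4% of Lost and 28.8% of Shared Peaks (30.7% of Lost Peaks unmatched). Median GC content was 60.9% at promoter-TSS peaks, 50.9% at intron and intergenic peaks, 50.1% at Lost Peaks and 59.8% at Shared Peaks.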
